# Single-cell transcriptome analysis reveals distinct cell populations in dorsal root ganglia and their potential roles in diabetic peripheral neuropathy

**DOI:** 10.1371/journal.pone.0306424

**Published:** 2024-07-31

**Authors:** Guojun Guo, Jing Chen, Qixiao Shen, Zhenbing Chen

## Abstract

Diabetic peripheral neuropathy (DPN) is a common complication associated with diabetes, and can affect quality of life considerably. Dorsal root ganglion (DRG) plays an important role in the development of DPN. However, the relationship between DRG and the pathogenesis of DPN still lacks a thorough exploration. Besides, a more in-depth understanding of the cell type composition of DRG, and the roles of different cell types in mediating DPN are needed. Here we conducted single-cell RNA-seq (scRNA-seq) for DRG tissues isolated from healthy control and DPN rats. Our results demonstrated DRG includes eight cell-type populations (e.g., neurons, satellite glial cells (SGCs), Schwann cells (SCs), endothelial cells, fibroblasts). In the heterogeneity analyses of cells, six neuron sub-types, three SGC sub-types and three SC sub-types were identified, additionally, biological functions related to cell sub-types were further revealed. Cell communication analysis showed dynamic interactions between neurons, SGCs and SCs. We also found that the aberrantly expressed transcripts in sub-types of neurons, SGCs and SCs with DPN were associated with diabetic neuropathic pain, cell apoptosis, oxidative stress, etc. In conclusion, this study provides a systematic perspective of the cellular composition and interactions of DRG tissues, and suggests that neurons, SGCs and SCs play vital roles in the progression of DPN. Our data may provide a valuable resource for future studies regarding the pathophysiological effect of particular cell type in DPN.

## Introduction

Diabetic peripheral neuropathy (DPN) is the most common form of neuropathy, and have considerable morbidity, which occurs in approximately 50% of diabetic patients [1]. With the progress of the disease, the individuals may suffer from foot ulceration, neuropathic pain or even lower-limb amputation, and the quality of life is impaired significantly [2]. The pathogenesis of DPN is complex. Hyperglycemia, dyslipidemia and altered insulin signaling could cause various pathological alterations in peripheral nervous system, such as endoplasmic reticulum stress, DNA damage and mitochondrial dysfunction, and eventually result in DPN [3]. However, the distinct mechanisms of DPN development remain unclear.

Dorsal root ganglion (DRG) is situated between each spinal cord and spinal nerve on the posterior root, and is a critical structure in processing and transmitting the sensory neural signals from the periphery nerves to the central nervous system [4]. The DRG and peripheral nerve could undergo functional and structural damage caused by persistent diabetic status. Particularly, without the protection of the blood-nerve barrier, the DRG is a more vulnerable site compared with the peripheral nerve [5]. Animal models of DPN have revealed the pathophysiologic changes in DRG and their contributions to neuropathy [6]. Thus, the DRG tissue may be the primary choice in the research of DPN pathogenesis.

The pseudo unipolar cells within the DRG are somatosensory neurons, which enable body to detect and respond to various noxious and innocuous stimuli. In addition to sensory neurons, DRG also contains a variety of other cell types, such as satellite glial cells (SGCs), Schwann cells (SCs), fibroblasts, and immune cells [7]. Previous study has reported that the hypoxia-inducible factor-1 alpha (HIF-1α) signaling in diabetic peripheral sensory neurons is impaired, which has protective effect by suppressing nerve damage and promoting peripheral nerve survival [8]. The expression of lipocalin-2 (LCN2) is upregulated in SGCs from diabetic DRGs, subsequently promote the inflammatory responses in peripheral nervous system, and lead to DPN ultimately [5]. Besides, SCs apoptosis is occurred under high glucose, this pathological process is related with oxidative stress, autophagy, inflammatory reactions and so on, and indicate neuropathy [9]. Therefore, different cell types in DRG tissue could have distinct critical roles in the pathogenesis of DPN.

Single-cell RNA-seq (scRNA-seq) technology has been used extensively and rapidly in the biological areas in recent years. scRNA-seq can identify the cell types based on their global transcriptome patterns, as well as identify the disease-associated gene expression changes in each cell type, and dissect the mechanisms underlying a given disease [10]. With these advantages, the scRNA-seq technology has the potential to uncover transcriptome pattern of each cell in DRGs and their roles in the DPN development. Former study has investigated the DRG neuron changes and the development of mechanical allodynia using scRNA-seq technology [11]. However, the expression patterns of other cell types, the interactions of different cell types, and their contributions to DPN still lack systematic evaluation in the literature.

Here, the major goals of this work were to comprehend the cellular composition and interactions of DRG tissues, and to understand the cellular change in DPN. Therefore, we performed scRNA-seq in DRG tissues isolated from healthy control and DPN rats, to conduct expression profiling in each cell type. As a result, we classified cell populations in DRG tissue to eight cell types, including neurons, SGCs, SCs, endothelial cells, mural cells, fibroblasts, macrophages, and neutrophils. Moreover, neurons, SGCs and SCs were the three major cell types in DRG, and were classified to several sub-types. In particular, the expression patterns, the cellular interactions, and the pathophysiological effects to DPN of these important cell types were further analyzed and compared.

## Materials and methods

### Animals

Healthy male SD rats (8 weeks old, 180–220 g) were used in this study, and were purchased from Experimental Animal Center, Tongji Medical College, Huazhong University of Science and Technology, Wuhan, China. Rats were placed in separated cages with free access to water and food. The surrounding environment was kept at 22–24°C temperature, 40% humidity, and 12 hours dark and light cycle. Diabetes was induced after one week of adjustable feeding. This study was approved by the Animal Ethics Committee of Huazhong University of Science and Technology, and was performed based on the National Institute of Health Guidelines and Regulations.

### Induction of diabetes

All rats were split into diabetic and control groups randomly. Diabetes was induced as described previously [12]. Briefly, diabetic group was received the streptozotocin (STZ) through a single intraperitoneal (IP) injection at a dose of 65 mg/kg body weight after a 12-hour fast. STZ was freshly dissolved in citrate buffer (0.1 M, pH 4.4 at 4°C) before injection. The control group was injected with an equal volume of citrate buffer alone. Rats with blood glucose levels greater than 300 mg/dL (16.7 mM) were considered diabetic and selected in our study. Rats were left for 8 weeks after STZ injection to allow for the DPN development in diabetic rats.

### Measurements and tissues

The blood glucose, body weight, water intake, food intake, urine volume and withdrawal threshold were measured as previously described [12]. Following 8-week diabetic duration, rats were executed by cervical dislocation and decapitation under sodium pentobarbital anesthesia, and bilateral L3-L6 DRGs were dissected and collected, which were immediately used for the preparation of single cell suspension.

### Cell suspension preparation

Collected DRGs were minced into small pieces using micro-scissors. Subsequently, DRGs were digested at 37°C using the following two enzymes: 0.1% type I collagenase (Sigma, St Louis, MO) for 40 min, and 0.25% Trypsin-EDTA (Gibco, Grand Island, NY) for another 20 min. At the conclusion of the digestion, the DRGs were transferred to a complete medium (RPMI 1640 + 0.04% BSA), triturated using a fire-polished Pasteur pipette, and filtered through a 70-μm then 40-μm cell strainer (Falcon). The dissociated cells were collected by centrifugation at 1000 r/min for 7 min. Through using the MACS Dead Cell Removal Kit (130-090-101), the dead cells were removed, and the cell suspensions were obtained with high quality, which were used for single-cell sequencing immediately.

### Single-cell sequencing

Cell suspensions were loaded on a Chromium Controller (10× Genomics, GCG-SR-1) to form the gel beads-in-emulsion (GEMs). The Barcoded gel beads labeled single cell populations were transferred into a tube strip for reverse transcription. Single-cell RNA-seq libraries were constructed using the Chromium Single Cell 3’ Library & Single Cell 3ʹ v3 Gel Beads (Chromium, PN-1000075) according to the manufacturer’s protocols. Briefly, the cell suspensions were mixed with RT-PCR reagents and Barcoded gel beads, were added to a Chromium chip. Then, the Chromium chip was placed in a Chromium Controller. The GEM-RT-PCR was conducted on a PCR instrument (Bio-rad, MyCycler) using the following program: 45min at 53°C; 5min at 85°C; hold at 4°C. Barcoded cDNA was extracted from the partitioning Oil, and amplified using cDNA Amplification Reaction Mix. The 10× Chromium kit, which included reagents for fragmentation, ligation and sample index PCR, were used to generated sequencing libraries. The final libraries were sequenced on an Illumina Novaseq platform. The original Sequencing data were stored in NCBI database with GEO accession number GSE248328.

### Sequencing data processing

The Cell Ranger software (10× Genomics, version 3.1.0) was applied to demultiplex cellular barcodes, map reads to the transcriptome and genome by the STAR aligner, and down-sample reads to generate normalized aggregate data across samples as required, producing a matrix of gene counts versus cells. To remove possible multiple captures, dead cells and low-quality cells, the following criteria were applied: the number of expressed genes per cell (median ± 4×MAD), the unique molecular identifier (UMI) counts per cell (median ± 4×MAD), and proportion of mitochondrial gene counts (< 20%). Principal component analysis (PCA) was carried out to reduce the dimensionality, and the data were visualized in two dimensions through the t-distributed stochastic neighbor embedding (t-SNE) method. Batch effect was corrected by mutual nearest neighbor detection [13]. The R package SingleR was used to infer the origin of each single cells and identify their cell types independently [14].

### Identification of marker genes and differentially expressed genes

The marker genes of each cluster were identified using Seurat FindAllMarker function [15]. The expression levels of those marker genes in specific cluster were significantly higher compared with other clusters, and had potential ability to verify and define the cell type of each cluster. The marker genes were visualized using VlnPlot and FeaturePlot functions. Differentially expressed genes between DPN group and control group were identified using MAST test through the Seurat package [15]. Only genes that were expressed in at least 10% of cells in either of the two groups were used for differential expression analysis. Significantly aberrantly expressed genes were chosen only if *P*-value < 0.05 and foldchange > 1.5.

### GO enrichment and KEGG pathway enrichment analysis

Both differentially expressed genes or marker genes in different cell types or sub-types were subjected to Gene ontology (GO) analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis. GO enrichment and KEGG pathway enrichment analysis of DEGs or marker genes were respectively performed using R (version 4.0.3) based on the hypergeometric distribution. The quantification of gene set expressions was conducted using R package Quantitative Set Analysis of Gene Expression (QuSAGE) [16].

### Pseudotime trajectory analysis and cell communication analysis

Single-cell pseudotime trajectory analysis was conducted to reveal the evolution of different cell types using Monocle2 algorithm (version 2.4.0) [17]. Cell communications were analyzed on the basis of ligand-receptor interactions by using CellPhoneDB [18], to reveal the diversity, complexity and dynamics of intercellular communication in a wide range of biological processes.

## Results

### Identification of multiple cell types in DRGs

Based on the blood glucose, body weight, water intake, food intake, urine volume and withdrawal threshold, the STZ-injected rats developed DPN successfully (S1 Fig). The DRGs (bilateral L3-L6) from five control and five DPN rats were dissociated into single-cell suspensions, which were used to perform high-throughput scRNA-seq through 10× Genomics platform. Consequently, we obtained a total of 24,179 single cells, comprising 11,011 cells from the control group and 13,168 cells from the DPN group. 

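Messenger RNA was counted in single cells of dorsal root ganglia (DRGs), the ganglia of sensory neurons with their satellite glial cells (SGCs), Schwann cells (SCs), vessels and immune cells. The 10x Genomics 3′ assay tags each captured molecule with a unique molecular identifier (UMI), so that the values are counts of molecules per gene and cell barcode. There was 1 library for each condition. Each pooled the ganglia of 5 rats, taken 8 weeks after an injection of 65 mg/kg streptozotocin (STZ), which destroys the insulin-producing beta cells (diabetic peripheral neuropathy, DPN), or of citrate buffer (control). The authors demultiplexed the reads, mapped them with STAR and counted UMIs with Cell Ranger 3.1.0, and the deposited counts are raw. The genome build is not given in the sources used here, and genes are named by the symbols and Ensembl identifiers of the deposited counts. The control library holds 121101966 UMIs and the DPN library 115409375 UMIs. From these counts, cells were filtered with the limits stated in the paper's methods and clustered with settings chosen here, which the paper does not give, and clusters were named "-like" from marker genes listed before the data were examined. The lists hold markers that the paper found in these same libraries, such as Tnfrsf12a and Nes of its SC2 group. Names that rest on such markers are not independent of the paper. UMIs of a gene were then summed over the cells of a type in each library and given as CPM, that is, relative to all UMIs of those cells. With 1 library per condition no test between conditions is possible and no p-value is given. Ratios are DPN over control, and each is followed in brackets by its exact 95% interval from the numbers of UMIs, which covers counting error only and not the differences between rats or between library preparations. A gene is said to have risen or fallen only if its ratio was at least 1.5 or at most 0.667 and the interval left out 1. Gene lists fixed beforehand are described by the number of members above 1, by the median log2 ratio of members with at least 20 UMIs, and by the percentile of that median among 10000 random lists of equal size and like expression. The median log2 ratio over all genes with at least 200 UMIs was 0.15 in SGC-like, 0.14 in SC-like, −0.13 in neuron-like, 0.030 in SGC3-like, 0.046 in endothelial-like, 0.036 in mural-like, 0.083 in fibroblast-like and 0.005 in macrophage-like cells, and list medians should be read against it. Median-ratio scaling sets this median to 0 in every type. A further scale, the mean over cells of counts per 10000 plus 1, follows the fold change that the paper computed in Seurat and is called the mean-plus-1 scale.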

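The control library had 11011 barcodes and the DPN library 13168. Transcripts of the mitochondrial genome, whose symbols begin with Mt-, made up 13.7% of all UMIs in the control and 14.5% in the DPN library. Further genes of the rat mitochondrial genome record AY172581 held 4.02% and 4.56%. Barcodes of the DPN library held fewer UMIs, for which the number of reads, the RNA content of cells and the mix of cells are possible reasons that were not told apart. The median was 8993 UMIs and 2308 genes per barcode in the control library and 5919 UMIs and 1876 genes in the DPN library. Single barcodes held from 500 to 264243 UMIs in the control and from 500 to 222141 UMIs in the DPN library.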

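Mitochondrial transcripts set most of the loss of cells. Barcodes with under 20% of their UMIs from Mt- genes numbered 10052 in the control and 11782 in the DPN library. Numbers of genes and UMIs within 4 median absolute deviations (MADs) of the library's median left 9896 control cells, 89.9% of barcodes (exact binomial 95% interval 89.3% to 90.4%), and 11479 DPN cells, 87.2% (86.6% to 87.7%). With the AY172581 genes counted as mitochondrial too, 7461 control and 7549 DPN cells were kept. Kept cells had a median of 9494 UMIs in the control and 5758 UMIs in the DPN library.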

After quality control (see filtering criteria in the methods), 14,652 single-cell transcriptomes (7,338 control and 7,314 diabetic) were retained for further analysis (Fig 1C). Following gene expression normalization, DRGs were classified into 16 clusters using FindVariableGenes function and FindAllMarkers function in Seurat package (Fig 1C). 

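Satellite glia formed the largest of the rebuilt clusters. Cluster 1, with 6977 cells, was led by Igfbp2, Spp1, Ptgds and the SGC genes Tyrp1 and Fabp7, the latter a fatty acid binding protein of glia. Cluster 3 held 2592 cells with Sox2, S100b, Lgi4 and Dhh among its leading genes and resembled the SGC3 group of the paper (SGC3-like). The SC-like clusters were cluster 2 (2641 cells, Scn7a and Cdh19), cluster 4 (2261 cells, Fgf2, Igfbp3 and Nes) and cluster 6 (887 cells, the myelin genes Prx, Mbp and Mag). Among the top genes were the endothelial genes Flt1 and Cdh5 in cluster 5, Flt1 and Kdr in cluster 13 and Fam110d in cluster 10, the contractile gene Myh11 in cluster 7 and the pericyte gene Rgs5 in cluster 9, and the matrix genes Dcn and Lum led cluster 11. Cluster 8, with 775 cells, was led by neuronal genes including Calca and Tac1, and cluster 12 by the macrophage genes C1qb and Cd74. After mutual nearest neighbour (MNN) correction with 73749 cell pairs, the lowest of the resolutions tried that gave at least 16 clusters was 0.4, and it gave 16. Clusters are numbered by size here, so that their numbers are not those of the paper.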

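SGC-like cells made up 41.9% (exact binomial 95% interval 40.9% to 42.9%) of the kept control cells and 25.9% (25.1% to 26.7%) of the kept DPN cells. Neuron-like cells made up 1.84% (1.58% to 2.12%) and 5.17% (4.77% to 5.59%). The share of SC-like cells was 26.5% (25.7% to 27.4%) in the control and 27.5% (26.7% to 28.4%) in the DPN library. Endothelial-like cells held 9.21% (8.64% to 9.79%) and 12.6% (12.0% to 13.2%), and SGC3-like cells 9.67% (9.10% to 10.3%) and 14.2% (13.6% to 14.9%). Macrophage-like cells made up 1.96% (1.70% to 2.25%) and 2.33% (2.07% to 2.63%). These shares describe 2 suspensions whose barcodes held different numbers of UMIs and are not changes in the number of cells of a ganglion, since genes that define the clusters, such as Igfbp2 and Ptgds of cluster 1 and Scn7a of cluster 2, differed between the libraries.

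**Figure D1:**
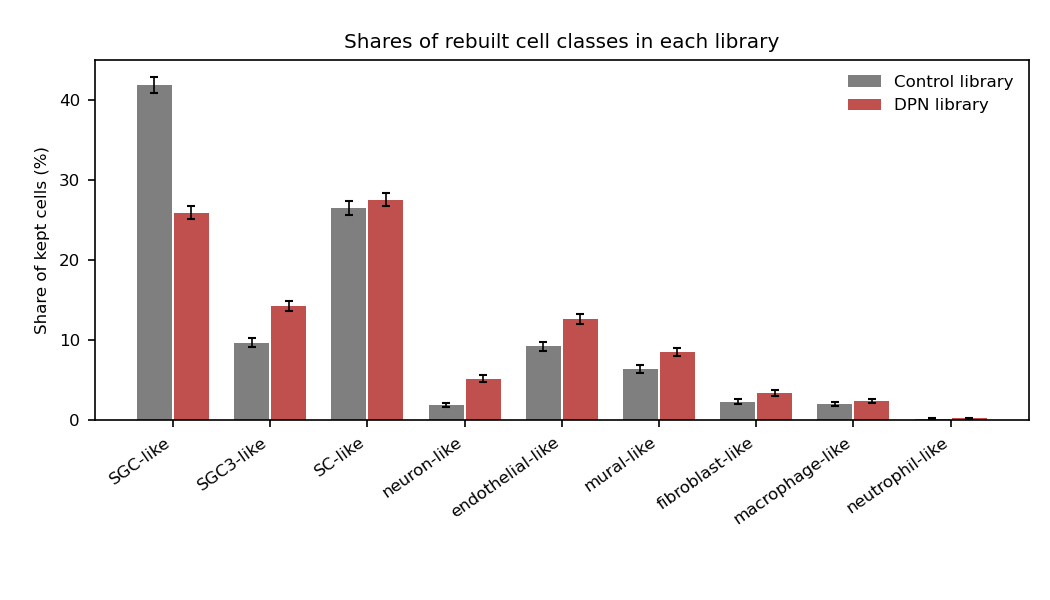
Share of kept cells (%) in each rebuilt cell type, from SGC-like to neutrophil-like, in the control library (grey) and the DPN library (red), with exact binomial 95% intervals as error bars. SGC-like cells stand at 41.9% in the control and 25.9% in the DPN library, and neuron-like cells at 1.84% and 5.17%.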

Each cluster included cells from both control and DPN DRG tissues (Fig 1E–1G).

**Fig 1:**
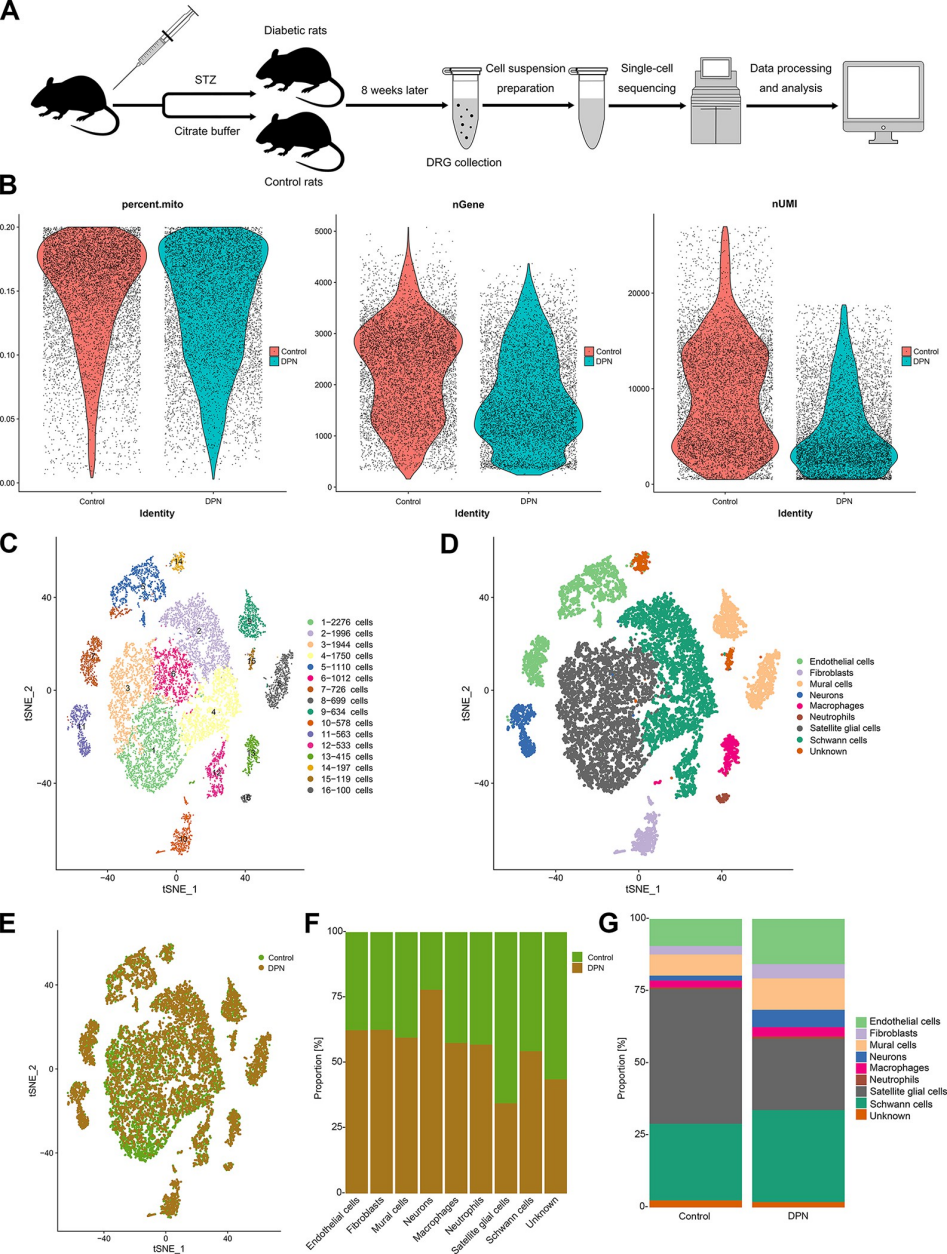
scRNA-seq identifies multiple cell types in DRGs. (A) Flow chart of DPN rat induction, sample collections and database construction. (B) Violin distribution map of the percentage of mitochondrial genes (percent.mito), the number of genes (nGene) and the number of UMIs (nUMI) detected in each cell after quality control. (C) A t-distributed stochastic neighbor embedding (t-SNE) plotting of the 14,652 cells showing 16 cell clusters. (D) A t-SNE plotting showing cell types for the 14,652 cells. (E) A t-SNE plotting showing cell populations colored as originating either from control tissues or from DPN tissues. (F, G) The proportion of each cell type in control and DPN tissues.

The transcriptionally distinct cell types were identified by using cell-type representative markers as well as cluster-specific genes (Fig 1D). 

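Each named marker was far higher in its own cell type than in a comparison type. Fabp7 reached 1325 CPM and Tyrp1, a melanin synthesis enzyme, 1279 CPM in SGC-like cells, against 69.7 and 77.6 CPM in endothelial-like cells. Slc1a3, a glutamate transporter, reached 80.8 CPM, against 5.06 CPM. In cluster 6, the transcription factor gene Pou3f1 stood at 989 CPM, against 18.9 CPM in SGC-like cells. Neuron-like cells had 259 CPM of Avil, 410.4 CPM of Gap43, 589 CPM of Nefl and 626 CPM of Nefm, against 6.83, 12.4, 24.7 and 26.2 CPM in SGC-like cells. Cldn5 of tight junctions and the VEGF receptor gene Flt1 reached 2694 and 1206 CPM in endothelial-like cells, Tagln and Acta2 of the contractile apparatus 4251 and 1730 CPM in mural-like cells, Pdgfra and Lum 173 and 2243 CPM in fibroblast-like cells, and Csf1r and Cd68 388 and 264 CPM in macrophage-like cells. SGC-like cells had 5.47 CPM of Cldn5, 2.09 of Flt1, 7.08 of Tagln, 1.15 of Acta2, 0.119 of Pdgfra, 0.748 of Lum, 0.499 of Csf1r and 3.46 of Cd68. The name of a cluster comes from such genes, and their levels are therefore no separate evidence of its identity.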

Examination of the relative expression levels of marker genes in each cell type revealed eight cell types, including SGCs (Fabp7, Tyrp1, Hmgcs2 and Slc1a3) [7, 19], SCs (Mpz, Mag, Scn7a, Pou3f1) [20], neuron (Avil, Gap43, Nefl and Nefm) [21–23], endothelial cells (Cldn5, Flt1, Emcn and Prom1) [24, 25], mural cells (Tagln, Acta2, Rgs5 and Des) [26, 27], fibroblasts (Pdgfra, Egfr, Lum and Dpp4) [26, 28, 29], macrophages (Mrc1, Cd86, Cd68 and Csf1r) [30], and neutrophils (S100a8 and S100a9) [31]. 

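The smallest rebuilt clusters carried recognisable markers. Cluster 14 (144 cells) had Scrg1, Igfbp2 and Sfrp5 among its leading genes and was SGC-like. S100a8, S100a9, Camp and Ngp, genes of neutrophil granules and cytosol, led the 40 cells of cluster 15. The 24 cells of cluster 16 were led by the hemoglobin genes Hba-a2 and Hbb and by Alas2 of erythroid heme synthesis and were red blood cell-like. No rebuilt cluster stayed without a name.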

We could not determine the cell types of clusters 14 and 15, and named them unknown cells. The distributions and expression levels of the representative marker genes in each cell types were shown in t-SNE plots (Fig 2A–2H), and the total gene list was shown in S1 Table.

**Fig 2:**
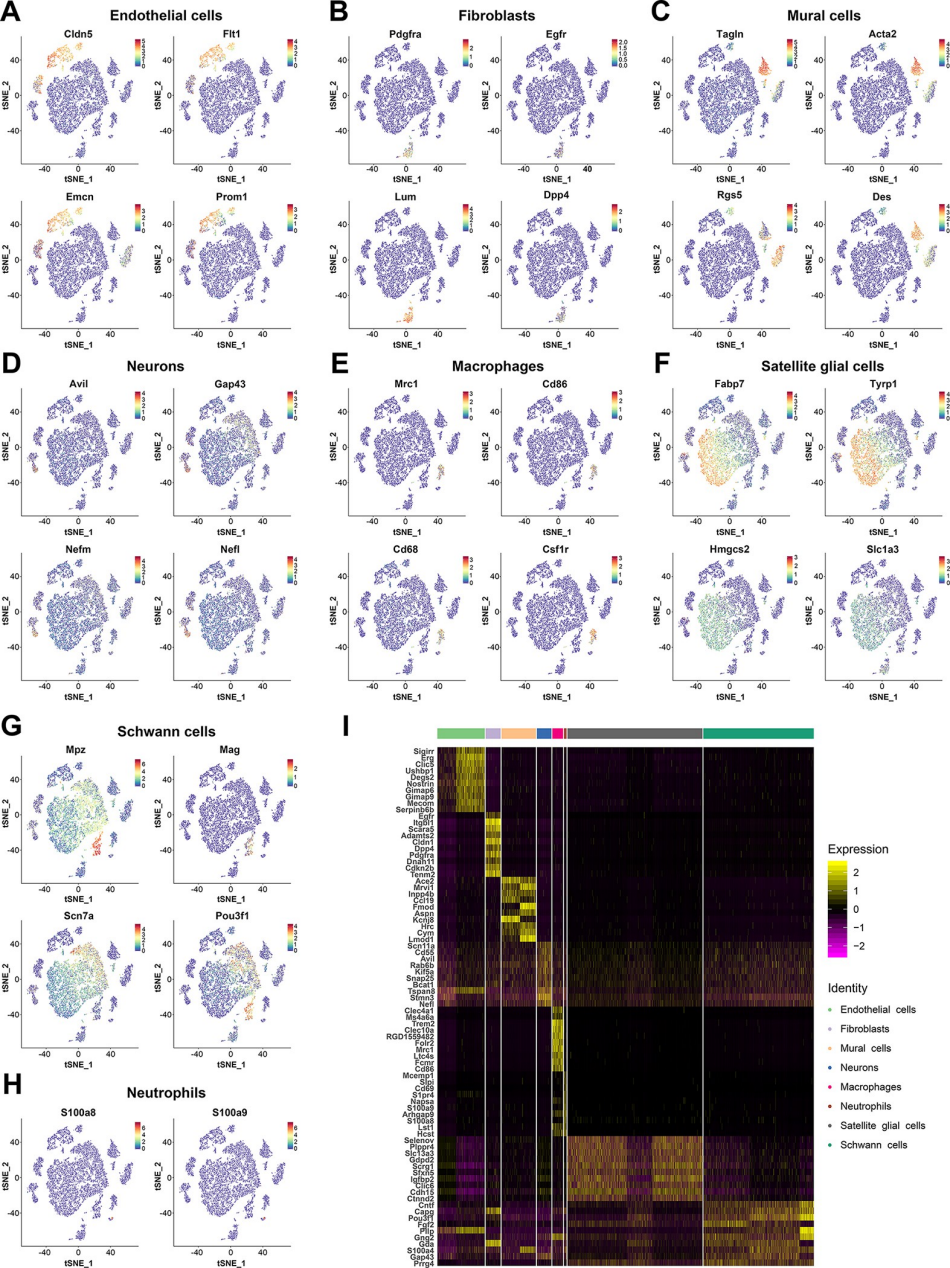
The marker gene identifies distinct cell types in DRGs. (A-H) The cell types identified by representative marker genes, using t-SNE plots. (I) Heatmap of expression signals of top marker genes in each cell type.

### Identification of sub-types of neurons in DRGs

Cells in cluster 11 were interpreted as neurons (Fig 1C and 1D) and further sub-clustered into six groups by dimensionality reduction (Fig 3A). 

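The neuron-like cells, cluster 8, numbered 182 in the control and 593 in the DPN library, with a median of 1012 and 775 UMIs per cell, far below the median of the kept cells. They fell into 6 sub-clusters. Sub-cluster 1 (52 control and 204 DPN cells) was led by Gal, Cartpt, Pcp4 and Rab3a, and sub-cluster 6 (6 and 19 cells) by Snhg11, the potassium channel gene Kcnt1 and the calcium channel gene Cacna1a. Genes of other cells led the rest. Hemoglobin genes with Mgp and Dcn led sub-cluster 2 (39 and 201 cells), Col12a1, Notch1 and Fbln2 led sub-cluster 3 (41 and 93 cells), the glial genes Fabp7, Dbi and S100b led sub-cluster 4 (25 and 51 cells), and Ccl5, Ccl4 and Cd69 of T or NK cells led sub-cluster 5 (19 and 25 cells). Cells were also thinned to 1000 UMIs, which left out shallower cells and kept 297 of the 775 neuron-like cells. Stmn2, a tubulin-binding protein gene of axons, then had a UMI in 52.9% of neuron-like, 5.51% of SGC-like and 11.6% of endothelial-like cells. Over all cells without thinning, a larger set, the shares were 63.5%, 47.1% and 43.2%. Values for all neuron-like cells below are thus sums over a mixed class.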

To identify the group-specific marker genes, the relative expression levels of genes in each group were also calculated. The distributions and expression levels of the top marker genes were displayed in violin plots (Fig 3C). Marker genes in neuron sub-type 1–6 (N1-N6) were illustrated in a heatmap (Fig 3B), and the gene list was shown in S2 Table.

**Fig 3:**
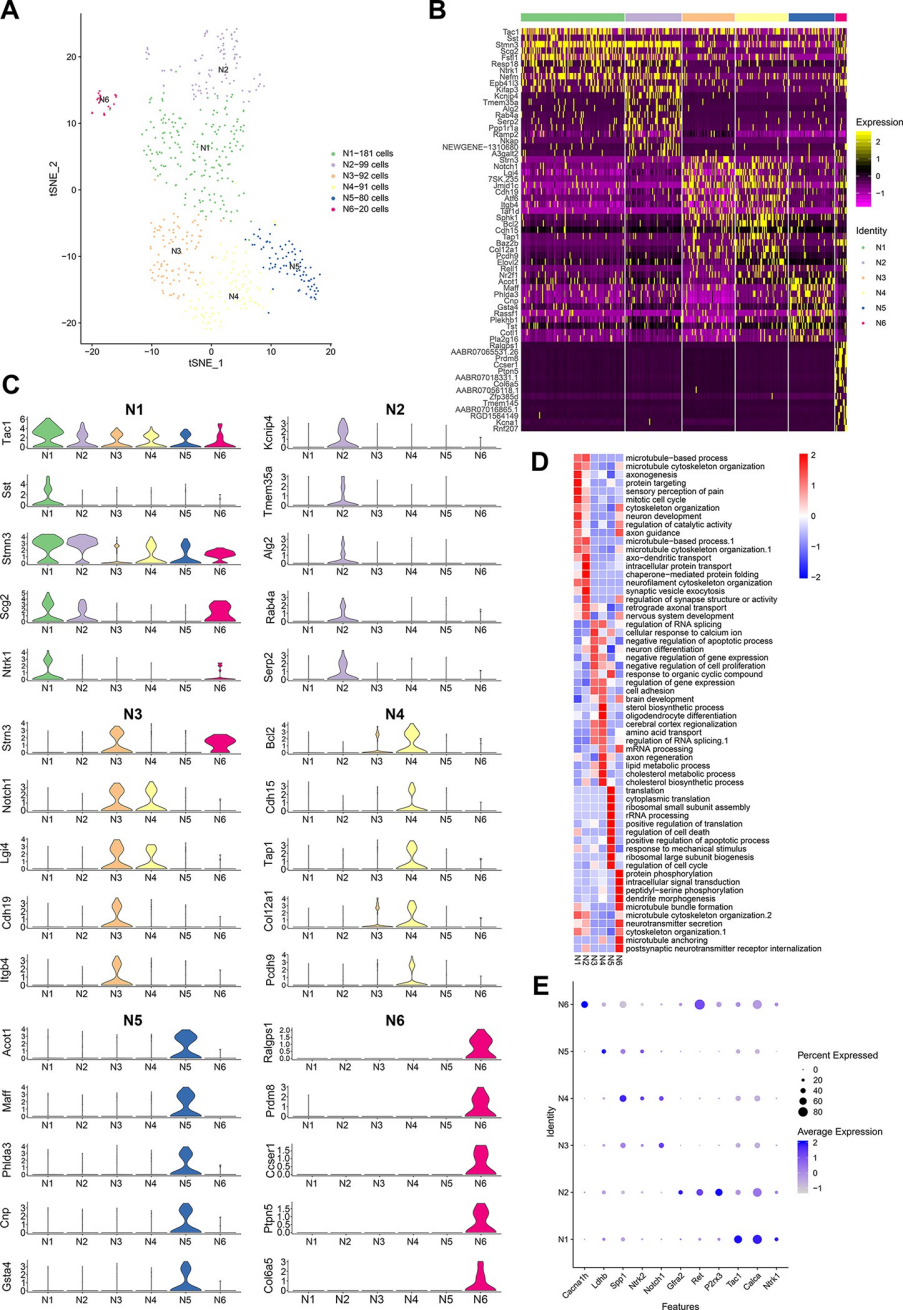
Top marker genes and biological processes in sub-types of neurons. (A) A t-SNE plotting showing six sub-types of neurons. (B) Heatmap of expression signals of top marker genes in each sub-type of neuron. (C) Violin plots showing the expression distribution for top marker genes in each sub-type of neuron. (D) GO analysis indicates enriched biological processes of each sub-type of neuron. (E) Bubble map showing the relative expression levels of reported marker genes in each neuron sub-type.

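Genes of peptidergic nociceptors were concentrated in sub-cluster 1. Calca, which encodes the peptide CGRP, reached 5578 CPM there (95% counting interval 5373 to 5788), and Tac1, the precursor of substance P, 4467 CPM (4284 to 4656). Calca stood at 1015 CPM in sub-cluster 2, 615 CPM in sub-cluster 3 and 1463 CPM (1256 to 1695) in sub-cluster 6. SGC-like cells, which are not known to make CGRP, had 46.1 CPM of Calca.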

According to previous studies, the N1 group could be classified as peptidergic (PEP) neurons, which expressed the classical markers such as neurotrophic receptor tyrosine kinase 1 (Ntrk1 or TrkA), calcitonin-related polypeptide (Calca or CGRP), and substance P (Tac1) [32]. And the N2 group might belong to the non-peptidergic (NP) neurons based on their highly expressed marker genes including P2rx3, Ret, and Gfra2 [32–34]. In addition, we concluded that the N4, N5 and N6 groups might be related to neurofilament containing (NF) neurons, which expressed the reported markers including neurotrophic receptor tyrosine kinase 2 (Ntrk2 or TrkB), secreted phosphoprotein 1 (Spp1), lactate dehydrogenase B (Ldhb), and calcium voltage-gated channel subunit alpha1 H (Cacna1h) [33] (Fig 3E). However, the N3 group did not match any reported sensory neuron cell types according to their expressed marker genes.

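Markers of non-peptidergic neurons did not mark a sub-cluster of their own in the reported clustering. P2rx3, an ATP-gated channel of nociceptors, was at 417 CPM (95% counting interval 363 to 478) in sub-cluster 1 and at 231 CPM (154 to 335) in sub-cluster 6. Ret, the receptor tyrosine kinase of the GDNF family, was at 350 CPM (300.0 to 405) and 479 CPM (364 to 620), and its co-receptor gene Gfra2 at 149 CPM (117 to 187) and 116 CPM (63.3 to 194). The other sub-clusters had at most 121 CPM of each gene. Peptidergic and non-peptidergic markers thus lay together in sub-cluster 1, and the 25 cells of sub-cluster 6 limit the precision of its values. Without batch correction, however, a sub-cluster of 133 cells, led by Tspan8, Sst and P2rx3 stood apart from another led by Cartpt and Gal, and with a mitochondrial limit of 10% Sst and P2rx3 led a sub-cluster of 89 cells.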

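Genes that the paper uses for neurofilament neurons did not lie together. Ntrk2, Spp1 and Ldhb are given for sub-clusters 3 and 4, whose leading markers were those of SGCs. Their levels therefore do not show large neurons there. In sub-cluster 4, Nefh had 2 UMIs and Cacna1h 1 UMI. Ntrk2, the receptor of brain-derived neurotrophic factor, was at 394 CPM (95% counting interval 299 to 511) in sub-cluster 3 and 342 CPM (223 to 501) in sub-cluster 4, while SGC-like cells, which also express it, had 577 CPM. Spp1, a secreted phosphoprotein, reached 2012 CPM (1788 to 2257) in sub-cluster 3 and 1170 CPM (940 to 1440) in sub-cluster 4, against 2155 CPM in SGC-like cells. Ldhb was at 526 CPM (376 to 716) in sub-cluster 4, against 406 CPM in SGC-like cells. Cacna1h, a T-type calcium channel gene, stood at 174 CPM (107 to 265) in sub-cluster 6 from 21 UMIs, and at most at 31.8 CPM elsewhere. The neurofilament gene Nefh reached 306 CPM (215 to 422) in sub-cluster 6 and 280.2 CPM in sub-cluster 1.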

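Glial and nuclear genes stood high in some rebuilt sub-clusters. Notch1, a receptor of cell fate signalling, was at 719 CPM (95% counting interval 588 to 871) and Lgi4, a protein that glia secrete for myelination, at 491 CPM (383 to 619) in sub-cluster 3, against 21.9 and 33.8 CPM in sub-cluster 1. Son, a protein of nuclear speckles, reached 1328 CPM (1146 to 1529) and the endoplasmic reticulum (ER) stress sensor gene Atf6 678 CPM (550 to 826) in sub-cluster 3. Which rebuilt sub-cluster, if any, holds the N3 group of the paper was not settled. The copy of its neuron marker table read here is cut within the N6 group, and overlaps with that table are not reported for any group.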

### Differentially expressed genes in neurons with DPN

By using the filtering criteria of *P*-value < 0.05 and foldchange > 1.5, the differentially expressed transcripts were identified in different neuron sub-types with DPN (S3 Table). 

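In neuron-like cells, immediate early genes, which cells switch on within minutes of a stimulus, were higher in the DPN library. Of 21 measured, 20 had a ratio above 1, with a median log2 ratio of 0.93 against −0.13 over all genes (percentile 100). Fos rose 3.12-fold (2.79 to 3.497), Jun 2.87-fold (2.58 to 3.21) and Egr1 3.29-fold (2.82 to 3.86). Among genes with at least 200 UMIs and a UMI in at least 10% of cells of a library, Atf6 had the highest ratio, 3.83 (2.56 to 5.93). Txnip and Sptbn1 rose too, with ratios of 3.24 and 3.45. Among the lowest ratios were those of Mllt11, 0.306 (0.237 to 0.393), of Dusp26, 0.338, and of the fibroblast growth factor homologous factor gene Fgf13, 0.379 (0.321 to 0.446). Cytosolic ribosomal protein genes were lower, with 0 of 27 above 1 and a median of −0.66, and the nuclear-retained and long transcripts were higher, with 11 of 11 above 1 and a median of 0.86. Of clock output genes 11 of 11 were above 1 (median 1.03). On the mean-plus-1 scale the ratio of Mllt11 was 0.870 and that of Fgf13 0.988, and with a mitochondrial limit of 10% the ratio of Egr1 was 1.484. Across settings the Fos ratio ranged from 1.63 to 5.85 and that of Txnip from 1.87 to 11.7, and that of Atf6 was 1.59 with at least 22 clusters. Sub-clusters led by glial or blood genes enter these sums, and with every sub-cluster held at its control level the different mix of sub-clusters alone gives ratios of 1.71 for Fos, 1.65 for Jun, 1.59 for Egr1 and 1.28 for Atf6. For the lists it gives median log2 ratios of 0.64 for immediate early genes, −0.44 for ribosomal proteins, 0.51 for nuclear-retained and long transcripts and 0.54 for clock output genes, and the ratios over the mix have medians of 0.36, −0.23, 0.35 and 0.46, with 18 of 21, 0 of 27, 9 of 11 and 8 of 11 genes above 1, so that the mix makes up a large part of these differences.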

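Sub-cluster 1, with the peptidergic genes, held 52 of the 182 control and 204 of the 593 DPN neuron-like cells. Sub-cluster 6 held 6 and 19 cells. The median depth of the cells was 1178 UMIs in the control and 652 UMIs in the DPN library in sub-cluster 1, and 4335 and 3793 UMIs in sub-cluster 6. With genes that define sub-cluster 1, such as Gal and Cartpt, at different levels in the libraries, these numbers are given without a comparison of shares.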

All neurons from both groups were shown by the t-SNE dimension reduction approach (Fig 4A), and the proportion of each sub-type was shown in Fig 4B and 4C. 

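Trpv1 (ENSRNOG00000019486), the capsaicin and heat receptor of nociceptors, fell in neuron-like cells from 345 to 144 CPM, a ratio of 0.418 (0.327 to 0.533). In sub-cluster 1 its ratio was 0.516 (0.388 to 0.680). The control level there rests mostly on cells deeper than the median of 1178 UMIs, since 52 cells held 253872 UMIs. The mix of sub-clusters differed between the libraries, with sub-cluster 1 holding 52.5% of the neuron-like UMIs in the control and 31.1% in the DPN library, and sub-cluster 2, led by blood and matrix genes, 9.29% and 27.3%. With every sub-cluster held at its control level, this mix alone gives ratios of 0.706 for Trpv1 and 1.93 for Scn7a. The tandem-pore potassium channel gene Kcnk2 fell as well, with 31 and 19 UMIs and a ratio of 0.369 (0.197 to 0.675), and the acid-sensing channel gene Asic1 fell to 0.395 (0.255 to 0.605). Trpm7, a channel fused to a kinase, rose 2.09-fold (1.24 to 3.69). Scn7a, a sodium channel that is not opened by voltage steps, rose 3.67-fold (2.56 to 5.40) in neuron-like cells, and had 0 UMIs in control and 22 in DPN cells of sub-cluster 6, at least 2.08-fold higher against 3 UMIs in the control, a bound that leaves out the counting error of the 22 UMIs (the interval of the ratio lies above 1.55). Scn3a had 6 and 0 UMIs in neuron-like cells, at least 3.32-fold lower on the same basis (the interval lies below 0.512). Grik1 was lower in DPN cells of sub-cluster 6, which has 6 control cells. It stood at 786 CPM (486 to 1201) from 21 UMIs in the control and 403 CPM (285 to 554) from 38 UMIs in the DPN library. In neuron-like cells P2rx3 and Grik1 did not pass the size rule, with ratios of 0.813 (0.638 to 1.04) and 1.05 (0.769 to 1.44). Kcnq5 was lower and past the size rule in sub-cluster 1. In sub-cluster 6 it was higher, with 1 UMI (37.4 CPM) in the control and 20 UMIs (212 CPM) in the DPN library. Over all neuron-like cells Kcnd1 (0.619, 0.383 to 1.00), Htr3a (0.633, 0.399 to 1.01), Kcnq5 (0.763, 0.460 to 1.27), Kcng2 (0.516, 0.143 to 1.79), Kcnk12 (0.361, 0.0561 to 1.86) and Kcnj11 (1.21, 0.0627 to 71.1) had too few UMIs to exclude a ratio of 1. Of the measured sodium channel genes 8 of 9 were above 1 (median log2 ratio 0.75), of potassium channel genes 5 of 10 (median 0.042) and of TRP and ligand-gated channel genes 7 of 11 (median 0.16, but −0.058 on the mean-plus-1 scale and −1.05 with cells thinned to 1000 UMIs). The Trpv1 ratio was 0.222 with unscaled MADs in the cell filter and 0.780 on the mean-plus-1 scale, where those of Kcnk2, Trpm7 and Scn7a were 0.894, 1.32 and 1.54. With a mitochondrial limit of 10% P2rx3 stood at 0.398, Grik1 at 0.604 and Htr3a at 0.388, and with AY172581 genes counted as mitochondrial Kcnq5 stood at 1.31.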

Pathway and GO analyses of differentially expressed transcripts in each sub-type of neuron were shown in Fig 4D–4G, S2 and S3 Figs. Notedly, we found numerous voltage-gated, ligand-gated and transient receptor potential (TRP) channels were significantly differentially expressed across the neuronal sub-types, such as the voltage-gated sodium channels (including Scn3a and Scn7a in N6 group), the voltage-gated potassium channels (including Kcnk12 and Kcnj11 in N1 group, Kcnd1, Kcnk2 and Kcng2 in N2 group, Kcnq5 in N6 group), the ligand-gated ion channels (including Htr3a in N2 group, Grik1 and P2rx3 in N6 group), and the TRP channels (including Trpv1 in N2 group, Trpm7 in N3 group) [35]. Furthermore, lots of other operational components of sensory neurons were also aberrantly expressed, such as neurotransmission (including Scg3 in N1 group, Gal and Vgf in N2 group, Calca in N4 group, Tac1 in N4 and N6 groups), presynaptic regulation (Gabarapl2 in N1 group), chronic pain (Ptgir in N2 group), and conductive channel (Ina in N2 group) (Fig 4H) [33].

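Gal (ENSRNOG00000015156), the neuropeptide galanin, fell from 347 CPM to 17.4 CPM in neuron-like cells, a ratio of 0.0502 (0.0269 to 0.0866). Cartpt and Adcyap1, precursors of the peptides CART and PACAP, fell too, to ratios of 0.0218 (0.00698 to 0.0522) and 0.314 (0.234 to 0.419). Ptgir, the prostacyclin receptor, fell to 0.374 (0.240 to 0.577) and Ina, a neuronal intermediate filament, to 0.470 (0.340 to 0.648), although Ina stands at 0.686 over the mix of sub-clusters, short of the size limit. Calca had 2652 and 2640 CPM, a ratio of 0.996 (0.928 to 1.07), and Tac1 a ratio of 0.767 (0.710 to 0.828), but the mix of sub-clusters alone gives 0.688 and 0.639, and over the mix Calca stands at 1.45 and Tac1 above 1 too. In sub-cluster 6, with 6 control cells, Tac1 rose 3.197-fold (1.73 to 6.57). Scg3, a granin of secretory granules, Gabarapl2, of autophagosome membranes, and the granin-like Vgf did not pass the size rule, at 0.719 (0.598 to 0.864), 0.763 (0.656 to 0.889) and 0.879 (0.664 to 1.17). Neuropeptide genes had 1 of 10 members above 1 and a median log2 ratio of −0.43, and neuron injury and regeneration genes 3 of 9 and −0.58, but these medians were above 0 on the mean-plus-1 scale (0.16 and 0.13) and in thinned cells (0.48 and 0.55), that of neuropeptides also with a mitochondrial limit of 10% (0.14), and the mix of sub-clusters alone gives medians of −0.57 and −0.39. On the mean-plus-1 scale the ratio of Gal was 0.7004, of Ptgir 0.912, of Ina 0.736, of Calca 2.29 and of Tac1 2.28. That scale weighs all cells alike, whereas the summed UMIs lean on deep cells. In sub-cluster 1, 52 control cells held 253872 UMIs at a median of 1178, and 204 DPN cells 249371 UMIs at a median of 652. With a mitochondrial limit of 10% Tac1 stood at 3.72, Scg3 at 0.407 and Vgf at 0.566. Cartpt, Adcyap1, Calca, Tac1 and Trpv1 are among the genes that lead the neuron-like cluster and Gal leads sub-cluster 1, so that their ratios depend on which cells were drawn into these groups. From the changed genes of channels, transmission and chronic pain in its neuron groups, and from lower potassium channel genes, which it says could raise excitability, the paper proposes a pivotal role of DRG neurons in diabetic neuropathic pain.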

**Fig 4:**
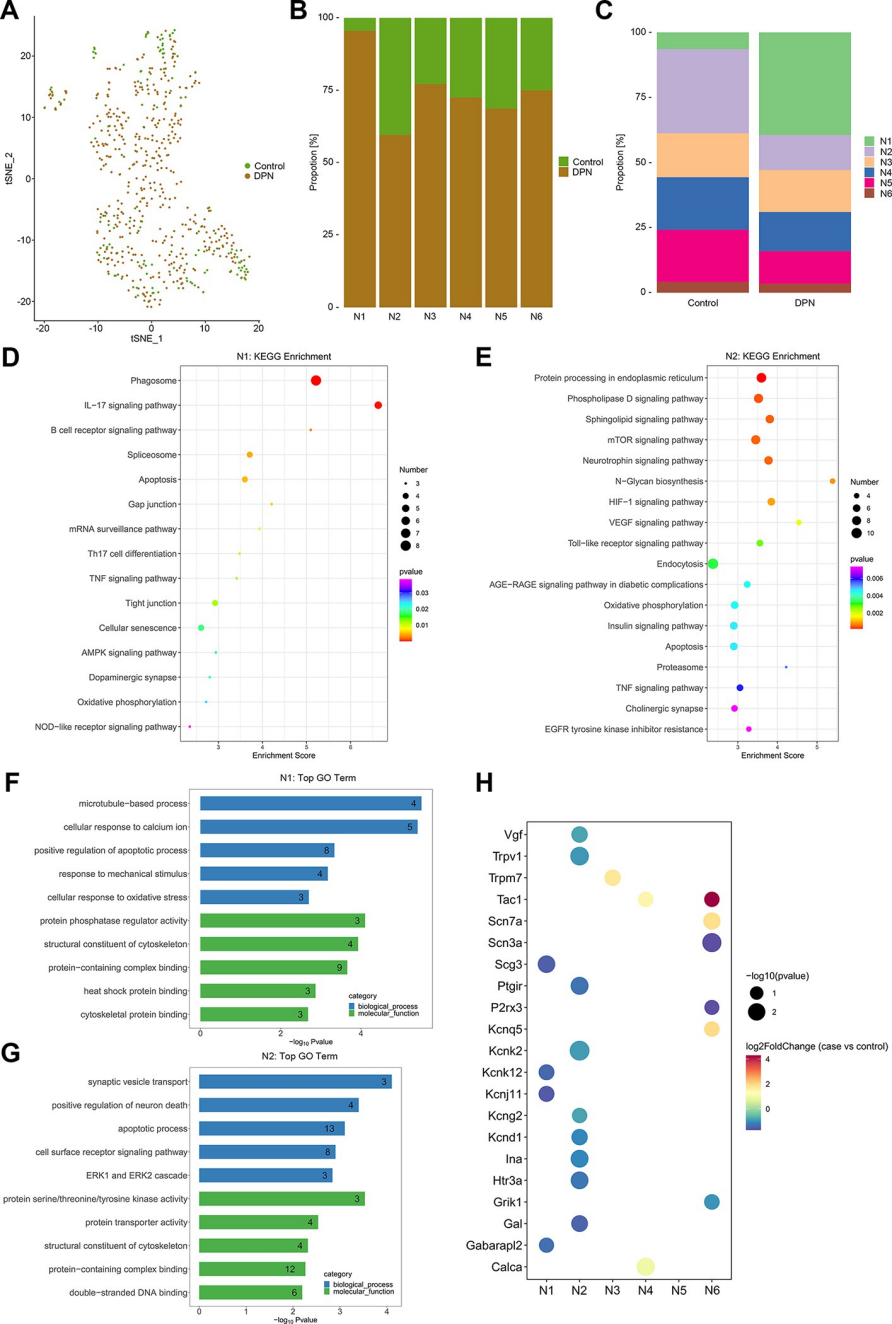
Aberrantly expressed genes and their biological functions in neurons with DPN. (A) A t-SNE plotting showing neurons colored as originating either from control tissues or from DPN tissues. (B, C) The proportion of each sub-type of neuron in control and DPN tissues. (D, E) KEGG pathways of aberrantly expressed genes in N1 and N2 neurons with DPN. (F, G) GO biological processes and molecular functions of aberrantly expressed genes in N1 and N2 neurons with DPN. (H) Bubble map showing aberrantly expressed genes in each sub-type of neuron with DPN.

### Identification of sub-types of SGCs in DRGs

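SGC-like cells (clusters 1 and 14) numbered 4146 in the control and 2975 in the DPN library, and SGC3-like cells (cluster 3) 957 and 1635. Fabp7 was lower in SGC3-like than in SGC-like cells, at 388 CPM against 1325 CPM (95% counting interval 1318 to 1333), and S100b, a calcium-binding protein of glia, was higher, at 2850 against 1745 CPM. Clustered again on their own, SGC-like cells gave groups of 5819, 1276 and 26 cells. The largest was led by Cryab, Tfpi2 and Inhba, the next by G0s2, Ddit4 and Hes1, and the smallest by the cell cycle genes Top2a, Mki67 and Cdk1. A split of SGC-like cells into 2 groups with the markers of the SGC1 and SGC2 groups of the paper was not obtained, and the values below are for SGC-like cells as 1 type.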

Based on the expression of known gene signatures, the cluster 1, 3 and 6 (also named as SGC1, SGC2 and SGC3, respectively) were classified as SGCs (Fabp7, Tyrp1, Hmgcs2 and Slc1a3) (Fig 1C and 1D). Marker genes in each SGC sub-type were shown in S4 Table. 

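Genes that bind, elongate and desaturate fatty acids were higher in SGC-like than in endothelial-like cells, and for most of them also higher than in SC-like clusters. Fabp5 was at 3410 CPM (95% counting interval 3398 to 3422) in SGC-like, 2578 CPM in SGC3-like, 3190 to 3222 CPM in clusters 2 and 4, and 269 CPM in endothelial-like cells. The elongase genes Elovl2 and Elovl6 stood at 364 and 173 CPM in SGC-like cells, against 31.0 and 17.2 CPM in endothelial-like cells. Scd, Scd2 and Fads1, which encode desaturases, reached 209, 2844 and 369 CPM, against 13.4, 265 and 31.5 CPM. In the myelinating SC-like cells of cluster 6, Scd2 was at 2145 CPM and Scd at 23.1 CPM. Sc5d, a desaturase of sterol synthesis, was at 263 CPM in SGC-like cells and 152 CPM in SGC3-like cells.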

Particularly, the SGC1 and SGC2 groups shared plenty of common marker genes, and GO analysis indicated that those enriched genes were related with fatty acid metabolism, such as fatty acid binding proteins (Fabp5 and Fabp7), fatty acid elongases (Elovl2 and Elovl6), and desaturases (Scd, Scd2, Fads1 and Sc5d). 

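Cyp51, which removes a methyl group from lanosterol on the way to cholesterol, reached 1582 CPM (95% counting interval 1574 to 1590) in SGC-like cells, against 794 CPM in SGC3-like cells, 337.7 to 541 CPM in the SC-like clusters and 125 CPM in endothelial-like cells. Fdps, of isoprenoid synthesis, stood at 964 CPM in SGC-like cells, against 139 CPM in endothelial-like cells. Npc2, which carries cholesterol out of lysosomes, was at 817 CPM and Insig1, which restrains cholesterol synthesis, at 524 CPM, against 122 and 86.2 CPM. All 4 genes were highest in SGC-like cells among these types.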

Besides, the SGC1 and SGC2 groups also expressed marker genes associated with cholesterol metabolism, including Cyp51, Fdps, Npc2, Insig1, and Hmgcr [36]. In addition, we found the SGC3 group expressed a cohort of immune-related genes, such as vimentin (Vim) and interferon regulatory factor 1 (Irf1), indicating these cells might participate in defending DRGs against viral or bacterial infections [36, 37] (Fig 5B–5E).

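Vim, which encodes the intermediate filament vimentin, was at 6784 CPM (95% counting interval 6747 to 6822) in SGC3-like cells and at 5015 CPM in SGC-like cells. Clusters 2 and 4 of the SC-like cells had more, 7706 and 8652 CPM. Irf1, a transcription factor of the interferon response, was at 1004 CPM (990 to 1018) in SGC3-like cells against 602 CPM in SGC-like cells, with 801 CPM in cluster 2, 759 CPM in endothelial-like cells and 361 CPM in cluster 4. From the immune-related genes of its SGC3 group, the paper proposes that these cells take part in defending the DRG against infection.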

**Fig 5:**
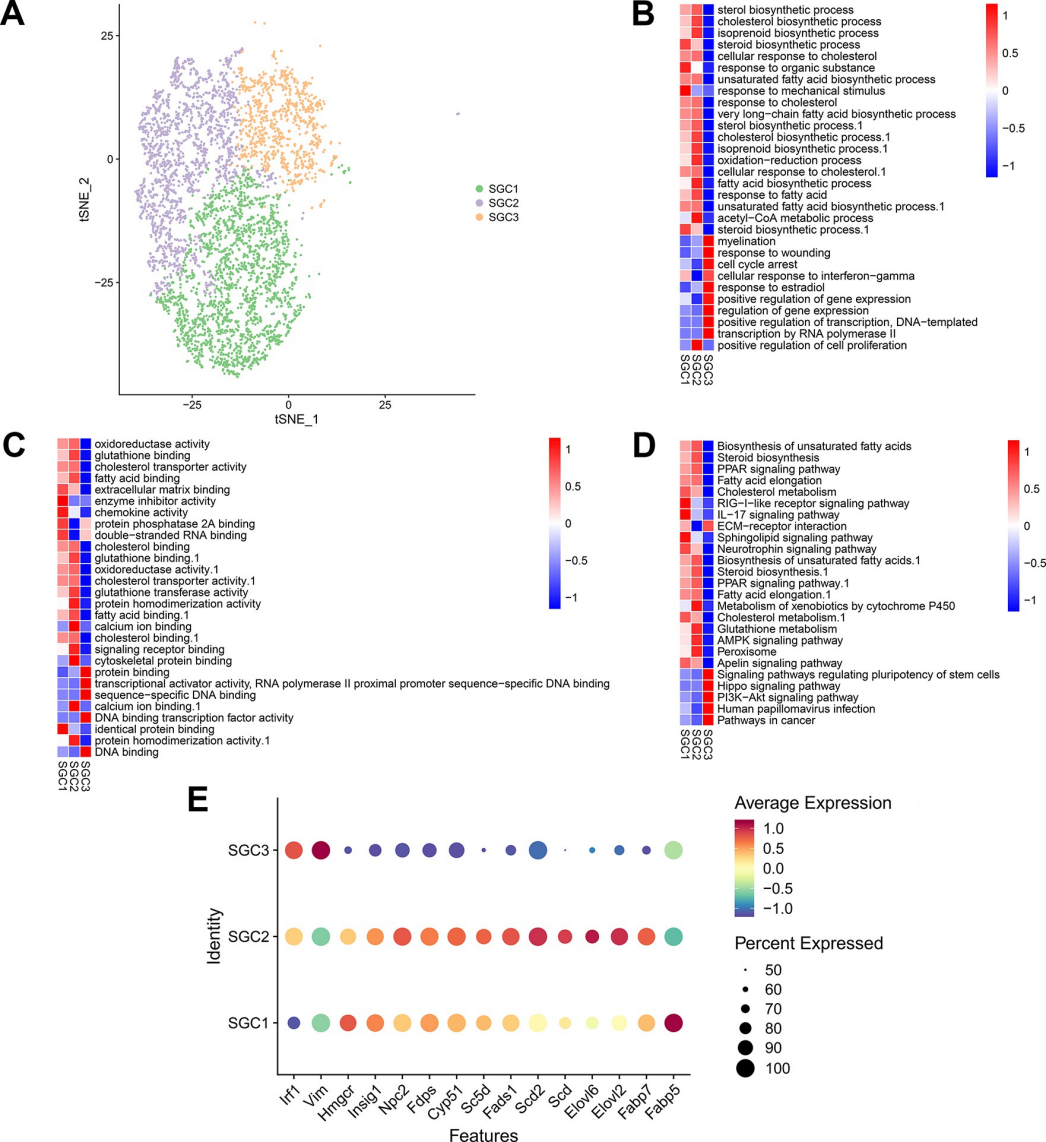
Identification of sub-types of SGCs in DRGs. (A) A t-SNE plotting showing 3 sub-types of SGCs. (B-D) Bioinformatics analyses indicates enriched biological processes (B), molecular functions (C) and pathways (D) of each sub-type of SGCs. (E) Bubble map showing the relative expression levels of reported marker genes in each SGC sub-type.

### Identification of sub-types of SCs in DRGs

By screening the top marker genes, we identified the cluster 2, 4 and 12 cells as SCs, each cluster represented one sub-types of SCs, and were named as SC1, SC2 and SC3, respectively. 

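Among SC-like cells, cluster 2 had 938 control and 1703 DPN cells, cluster 4 had 1313 and 948, and cluster 6 had 376 and 511. Cluster 4 was thus the largest part of the SC-like cells in the control library and cluster 2 in the DPN library. S100b was at 882 CPM in cluster 2, 2498 CPM in cluster 4 and 2156 CPM in cluster 6. Median UMIs per cell were 3375 and 2954 in cluster 2 (control and DPN), 6791 and 6078 in cluster 4, and 4226 and 3578 in cluster 6.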

Marker genes in each SGC sub-type were shown in S5 Table. Among them, four top marker genes in SC3 were Mag, Cldn19, Pou3f1 and Prx, which were myelin-related proteins, and responsible for the process of myelination [20, 38]. 

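Genes of compact myelin and its junctions set cluster 6 apart. Mag, an adhesion protein of the inner myelin membrane, was at 218 CPM (95% counting interval 205 to 232) in cluster 6 and at 2.09 and 1.35 CPM in clusters 2 and 4. Cldn19, a tight junction protein of myelin, was at 522 CPM (502 to 543), against 5.23 and 7.89 CPM. Prx, which encodes periaxin, reached 721 CPM (697 to 745), against 5.23 and 11.7 CPM, and Pou3f1, a transcription factor of the promyelinating stage, 989 CPM (961 to 1017), against 254 and 193 CPM. In SGC-like cells the levels were 0.303 CPM for Mag and 2.34 CPM for Cldn19.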

Meanwhile, we found that the top transcript in SC1, Scn7a, belonged to the family of voltage-gated sodium channels to sustain the electrical activity in excitable tissues [20]. 

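Scn7a was highest in cluster 2, at 790 CPM (95% counting interval 773 to 808), against 244 CPM in cluster 4, 72.4 CPM in cluster 6, 301 CPM in SGC3-like cells, 102 CPM in SGC-like cells and 20.2 CPM in endothelial-like cells. Within cluster 2 it stood at 356 CPM in control and 1073 CPM in DPN cells. Fxyd1, a regulator of the sodium pump, and Cdh19, a cadherin of the SC lineage, also led cluster 2.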

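Emp1, of the PMP22 family of membrane proteins, was high in both non-myelinating SC-like clusters, at 1408 CPM (95% counting interval 1384 to 1432) in cluster 2 and 1158 CPM (1141 to 1175) in cluster 4. Cluster 6 had 164 CPM, SGC3-like cells 179 CPM, SGC-like cells 482 CPM and endothelial-like cells 691 CPM. The growth factor gene Fgf2, the intermediate filament gene Nes and the TWEAK receptor gene Tnfrsf12a were among the top genes of cluster 4.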

Besides, one top transcript in SC2, epithelial membrane protein (Emp1), belonged to the family of peripheral myelin protein 22 (PMP22), and participated in the neuronal differentiation and axon growth [39] (Fig 6B).

**Fig 6:**
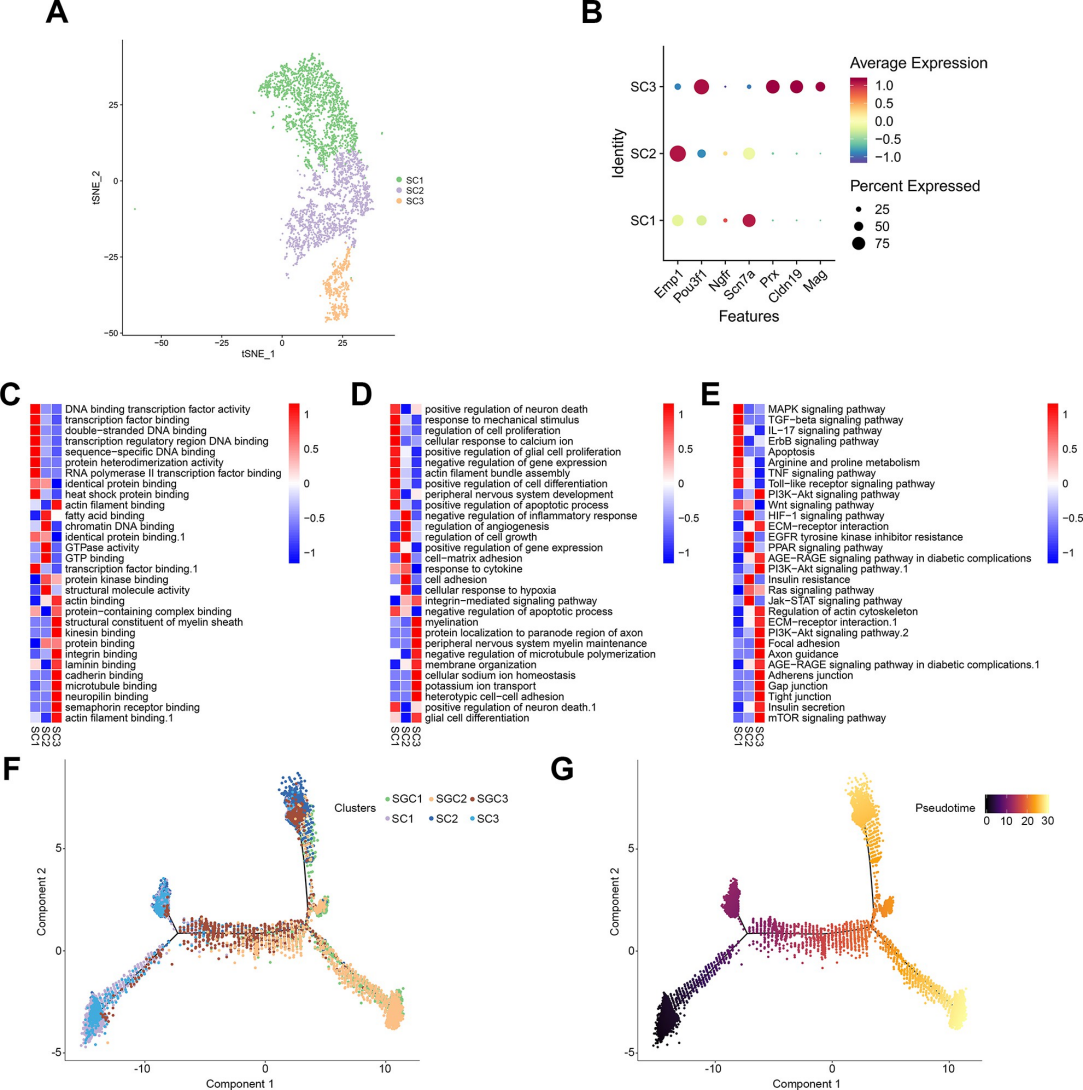
Identification of sub-types of SCs in DRGs and pseudotime trajectory analysis of peripheral glial cell sub-types. (A) A t-SNE plotting showing 3 sub-types of SCs. (B) Bubble map showing the relative expression levels of reported marker genes in each SC sub-type. (C-E) Bioinformatics analyses indicates enriched molecular functions (C), biological processes (D) and pathways (E) of each sub-type of SCs. (F, G) Inference of SGC and SC developmental connection by pseudotime trajectory analysis. SGCs and SCs exhibit distinct cell fates. Color key from bright to dark indicates cell progression from the early to the late stage.

Considering the heterogeneity of sub-types in SCs, we performed pseudotime trajectory analysis of our single cell data on SCs using Monocle analysis [17]. As illustrated in the trajectory, SC1 and SC3 showed similar distributions along the pseudotime trajectory, primarily located on the left side of the trajectory; whereas SC2 was also distributed towards the upper right of the trajectory. Due to the relatively higher expression of myelin-associated genes in SC3, this suggested a higher degree of differentiation on the left side of the trajectory compared to the right (Fig 6F and 6G).

### The communication relationships between neurons, SGCs and SCs in DRGs

The cellular communications between neurons, SGCs and SCs were evaluated by ligand-receptor pairs using CellPhoneDB [18] (Fig 7A–7C). We found that the strongest interaction between neurons and SGCs occurred between N6 and SGC1 or SGC2 (Fig 7D), interactions between neurons and SCs were higher between N6 and SC2 (Fig 7E), and interactions between SGCs and SCs were higher between SGC2 and SC2 (Fig 7F). Next, we further investigated the specific receptor-ligand pairs in different cell groups in detail. It was demonstrated that Alk on N6 closely bound to Ptn on SGC2 (Fig 7G) and SC2 (Fig 7H), and Ptn on SGC2 closely bound to Ptprz1 on SC2 (Fig 7I).

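Alk, a receptor tyrosine kinase of the nervous system, was highest in sub-cluster 6 of the neuron-like cells, at 141 CPM (95% counting interval 81.9 to 225) from 17 UMIs in 25 cells. Sub-cluster 1 had 35.8 CPM (21.2 to 56.5) and SGC-like cells 0.553 CPM (0.412 to 0.727). After thinning to 1000 UMIs, 7 of 25 cells of sub-cluster 6 had an Alk UMI, 28.0% (exact binomial interval 12.1% to 49.4%), against 1 of 7116 SGC-like cells. Ptn, which encodes the secreted growth factor pleiotrophin, was at 5408 CPM (5393 to 5423) in SGC-like cells, 3844 CPM in SGC3-like cells, 3098 CPM (3070 to 3126) in cluster 4, 1552 CPM in cluster 2 and 182 CPM in sub-cluster 6, and it was also high in endothelial-like cells, at 3586 CPM. Ptprz1, a receptor phosphatase that binds pleiotrophin, stood at 184 CPM (181 to 187) in SGC-like cells, 171 CPM (164 to 177) in cluster 4, 66.4 CPM in cluster 2 and 27.1 CPM in cluster 6. Levels of transcripts do not measure binding, and the ligand and receptor scores of the paper were not computed again.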

**Fig 7:**
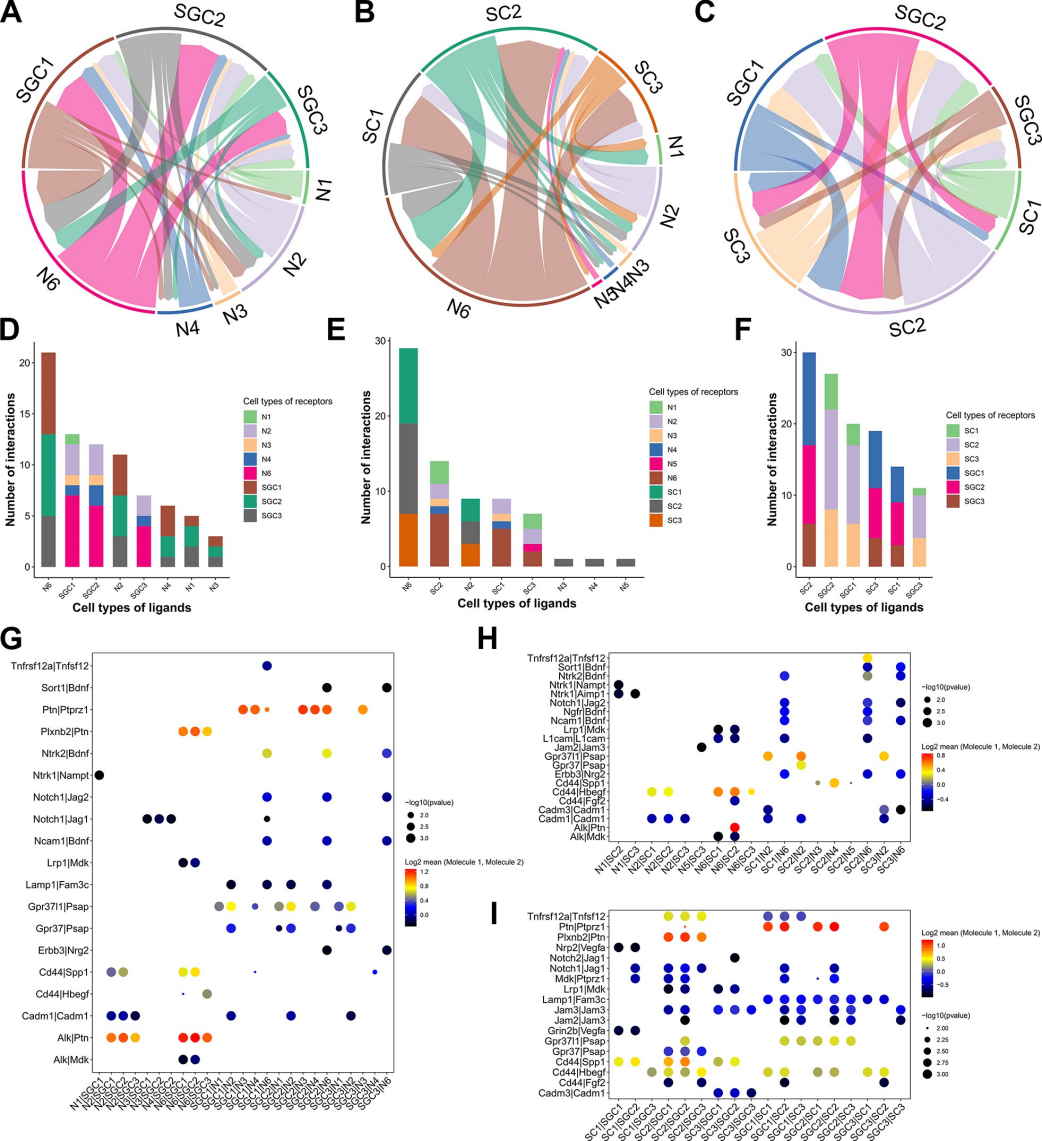
The cell-cell communications between neurons, SGCs and SCs in DRGs. (A-C) Chord diagrams showing the cellular communications between neurons, SGCs and SCs in DRGs. (D-F) Stacked bar graphs showing the number of interacting ligand-receptor pairs between neurons, SGCs and SCs in DRGs. (G-I) Ligand-receptor interactions between neurons, SGCs and SCs in DRGs.

### Differentially expressed genes in SGCs with DPN

To isolate transcripts that were dysregulated in SGCs with DPN, differential expression analysis was conducted. As a result, all three cell groups of SGCs showed significantly differentially expressed genes with DPN (Fig 8 and S6 Table), and shared the most significantly downregulated genes, including Hspa1b and Angptl4. 

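In SGC-like cells of the DPN library, Hspa1b (ENSRNOG00000050647), an inducible cytosolic chaperone of the HSP70 family, fell from 1660 to 863 CPM, a ratio of 0.520 (0.513 to 0.527). Angptl4 (ENSRNOG00000007545), an inhibitor of lipoprotein lipase induced by fasting and hypoxia, fell from 558 to 282 CPM, a ratio of 0.506 (0.495 to 0.518). In SGC3-like cells the ratios were 0.390 (0.384 to 0.396) and 0.468 (0.440 to 0.498). Cytosolic heat shock genes had 6 of 16 above 1 and a median log2 ratio of −0.24 against 0.15 over all genes in SGC-like cells, which at percentile 8.43 is within what random lists give, and were lower in SGC3-like cells (2 of 16, −0.54, percentile 0). The small heat shock protein gene Cryab fell to 0.628 (0.619 to 0.638), while Hsp90ab1 and Hspa8 had ratios of 1.00 and 0.860. Interferon response and antigen presentation genes had 9 of 21 above 1 (median −0.22, percentile 1.65), with Isg15 at 0.552 (0.536 to 0.570) and Ifit3 at 0.590 (0.563 to 0.618), although Irf1 rose 1.80-fold (1.77 to 1.83). PPAR alpha and fasting targets other than Angptl4 did not follow it, with 8 of 15 above 1 and Pdk4, a brake on glucose oxidation, up 2.90-fold (2.73 to 3.09) (median 0.058, −0.093 with median-ratio scaling). Without batch correction the cluster named SGC3-like held 1265 cells and overlapped cluster 3 with a Jaccard index of 0.418, too low for a match of clusters, and there the Angptl4 ratio was 0.740 and that of Hspa1b 0.618.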

Interestingly, both these two genes were found to be involved in apoptotic process, which mediated anti-apoptotic effects to protect cells from multiple proapoptotic stimuli [40, 41]. Besides, growth factor related genes, Igf1 and Igfbp2, which were significantly downregulated in SGC1 and SGC2, were also apoptosis-associated genes, reported to have protective effects on cell growth and cell apoptosis [42, 43]. 

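Igf1 (ENSRNOG00000004517), insulin-like growth factor 1, fell in SGC-like cells from 97.7 CPM (5686 UMIs) to 23.9 CPM (813 UMIs), a ratio of 0.244 (0.227 to 0.263). Igfbp2 (ENSRNOG00000016957), which binds IGFs, fell from 434 to 251 CPM, a ratio of 0.578 (0.564 to 0.593), and is also among the genes that define these cells. In SGC3-like cells Igf1 fell to 0.433 (0.335 to 0.558), and Igfbp2 had a ratio of 0.784 (0.664 to 0.926), which did not pass the size rule. Of 14 measured genes of insulin and IGF signalling, 7 were above 1, with a median log2 ratio of 0.24 (−0.34 in thinned cells). The receptor genes Insr and Igf1r rose 1.84-fold (1.37 to 2.48) and 2.16-fold (1.49 to 3.16) from 90 and 53 UMIs in the control, while Igfbp4 and Igfbp7 had ratios of 0.751 and 0.806. The mean-plus-1 ratio of Igf1 was 0.636 in SGC-like and 0.902 in SGC3-like cells.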

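Hspa5 (ENSRNOG00000018294), the ER chaperone BiP, rose in SGC-like cells from 671 to 2031 CPM, a ratio of 3.03 (2.99 to 3.06), and Hsp90b1 (ENSRNOG00000026963), the ER chaperone GRP94, from 313 to 662 CPM, a ratio of 2.12 (2.08 to 2.16). SGC3-like cells had ratios of 2.44 (2.37 to 2.50) and 2.49 (2.37 to 2.62). ER chaperone and unfolded protein response genes were higher as a list, with 20 of 24 above 1 and a median log2 ratio of 0.46 against 0.15 over all genes (percentile 99.97) in SGC-like cells, and 20 of 24 and 0.50 in SGC3-like cells. Hyou1, Creld2 and the stress sensor gene Atf6 rose 2.95-fold, 2.60-fold and 1.87-fold. The stress transcription factor genes Atf4 and Ddit3 had ratios of 0.818 and 0.948, and the lectin chaperone genes Calr and Canx 1.05 and 1.36, none past the size rule. In the same cells the nuclear-retained and long transcripts stood higher, with 11 of 11 above 1 and a median of 0.68, and ratios grew with the length of the gene in the GRCr8 gene table, from a median of −0.13 in the shortest of 4 equal groups of genes to 0.51 in the longest. Among the 500 genes nearest to it in length, Hspa5 lay at percentile 99.6 and Hsp90b1 at percentile 96.6. The paper reasons that Hspa5 and Hsp90b1 belong to the unfolded protein response and can be activated by ER stress.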

All SGC clusters also shared plenty of upregulated genes, such as heat shock protein genes (Hspa5 and Hsp90b1), which were known as unfolded protein response (UPR) genes, and could be activated by the endoplasmic reticulum (ER) stress [44]. Other mutual upregulated genes, such as Adamts1 and Pdia3, which were hypoxia-inducible gene [45] and proapoptotic response gene [46], respectively.

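Adamts1 (ENSRNOG00000001607), a secreted metalloprotease, rose in SGC-like cells from 44.5 to 178 CPM, a ratio of 4.00 (3.82 to 4.19), and in SGC3-like cells 2.90-fold (2.63 to 3.202). Pdia3 (ENSRNOG00000015018), a disulfide isomerase of the ER, rose from 196 to 348 CPM, a ratio of 1.78 (1.73 to 1.82), and 1.71-fold (1.61 to 1.81) in SGC3-like cells. Of hypoxia targets, 12 of 18 were above 1 (median log2 ratio 0.19 against 0.15 over all genes, percentile 91.7). P4ha1, a collagen prolyl hydroxylase, rose 1.80-fold (1.73 to 1.88), and Vegfa and Ndrg1 had ratios of 1.32 and 1.18. Genes of the glucose and polyol response were mixed (6 of 11 above 1, median 0.068, −0.082 with median-ratio scaling), with Gfpt1 of the hexosamine pathway up 2.03-fold (1.90 to 2.18) and the aldose reductase gene Akr1b1 at 0.915. Cholesterol synthesis genes had 15 of 24 above 1 and a median of 0.081 (−0.069 with median-ratio scaling), with Hmgcs1 up 1.59-fold (1.58 to 1.61) and Fdps at 0.786. Fatty acid synthesis and binding genes had 10 of 20 and 0.008 (−0.14 with median-ratio scaling and −0.010 on the mean-plus-1 scale), with Dbi at 0.689 and Fabp7 at 0.828. Adamts1 had mean-plus-1 ratios of 1.91 in SGC-like and 1.72 in SGC3-like cells. The paper reasons that Hspa1b, Angptl4, Igf1 and Igfbp2 protect cells from apoptosis, that Adamts1 is induced by hypoxia and that ER stress ends in apoptosis, and it proposes these genes as ways in which SGCs take part in DPN.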

**Fig 8:**
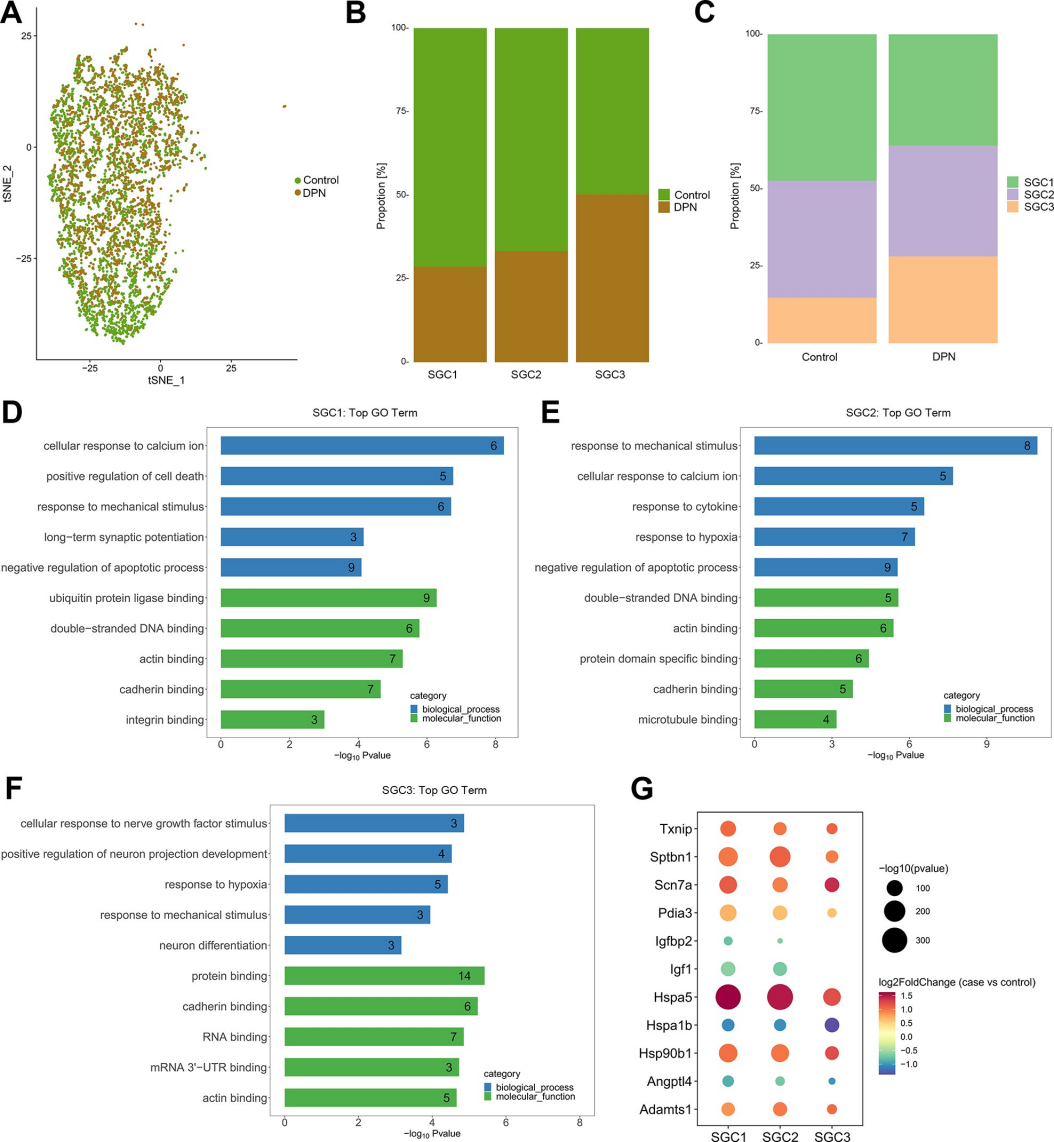
Aberrantly expressed genes and their biological functions in SGCs with DPN. (A) A t-SNE plotting showing SGCs colored as originating either from control tissues or from DPN tissues. (B, C) The proportion of each sub-type of SGCs in control and DPN tissues. (D-F) GO biological processes and molecular functions of aberrantly expressed genes in each sub-type of SGCs with DPN. (G) Bubble map showing aberrantly expressed genes in each sub-type of SGCs with DPN.

### Differentially expressed genes in SCs with DPN

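In SC-like cells, immediate early genes stood higher in the DPN library. All 23 measured had a ratio above 1, with a median log2 ratio of 0.61 against 0.14 over all genes (percentile 100). Fos rose 1.83-fold (1.81 to 1.85), Jun 1.63-fold (1.61 to 1.65) and Egr1 1.88-fold (1.84 to 1.90). Among genes with at least 200 UMIs and a UMI in at least 10% of cells of a library, Sst, the neuropeptide somatostatin, had the highest ratio. It was 25.1 (16.1 to 41.6) from 20 and 459 UMIs, but Sst rose also in endothelial-like cells (38.5, 16.3 to 119.9). Neuronal transcripts as a list had medians of 1.37 in SC-like and 1.241 in endothelial-like cells, so that the Sst ratio alone does not show a change within SC-like cells. The ankyrin gene Ank2 was also among the highest at 3.96 (3.27 to 4.83). After Hspa1b, the lowest were the prostaglandin synthase gene Ptgds at 0.411 (0.390 to 0.433), Pnlip at 0.429 and Scrg1 at 0.450 (0.383 to 0.526). Ptgds and Scrg1 are leading genes of SGC-like clusters. Ptgds was also among the lowest ratios of endothelial-like, fibroblast-like and macrophage-like cells, so that its ratio alone does not show a change within SC-like cells. Clock output genes were higher (12 of 15 above 1, median 0.71), with Dbp up 2.82-fold (2.53 to 3.15) and Nr1d1 up 2.45-fold (2.25 to 2.68). Nuclear genes of oxidative phosphorylation had 0 of 18 above 1 (median −0.29, percentile 3.03) and those of cytosolic ribosomal proteins 0 of 27 (−0.34, percentile 4.76), while the nuclear-retained and long transcripts were higher (11 of 11, 0.78). The mitochondrial genome had 6 of 13 above 1 and a median of −0.021. On the mean-plus-1 scale, which draws genes of low level towards 1, the ratios of Sst and Ank2 were 1.43 and 1.26. Those of Ptgds, Pnlip and Scrg1 were 0.621, 0.895 and 0.896. Cluster 4 gives the largest part of the control SC-like cells and cluster 2 that of the DPN cells.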

Through differential expression analysis, lots of upregulated or downregulated transcripts in SCs with DPN were also identified (Fig 9 and S7 Table). We found the three clusters of SCs shared numerous dysregulated transcripts, and among them many transcripts were also aberrantly expressed in SGCs. For example, the upregulated transcripts including Scn7a, Txnip, Sptbn1, Hspa5 and Hsp90b1; and the downregulated transcripts including Hspa1b. 

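Several changes of SGC-like or SGC3-like cells were also found in SC-like cells. Heat shock genes were lower (3 of 16 above 1, median log2 ratio −0.48, percentile 0), as they were in SGC3-like cells, and ER chaperone and unfolded protein response genes higher (18 of 24, 0.41, percentile 99.92). Angptl4 fell to 0.522 (0.491 to 0.554) and Igf1 to 0.325 (0.242 to 0.431), and Adamts1 and Pdia3 rose 3.15-fold (2.92 to 3.41) and 1.77-fold (1.69 to 1.85). Igfbp2 did not pass the size rule (0.762, 0.643 to 0.902), while Igfbp3, another IGF binding protein, fell to 0.611 (0.580 to 0.643). Igfbp3 leads cluster 4, so that the mix of clusters enters its ratio. Cluster 4 held 9509697 of 15661592 SC-like UMIs in the control and 6078848 of 14291209 in the DPN library. Igfbp3 was also among the lowest ratios within cluster 2. Cholesterol synthesis genes had 18 of 24 above 1 and a median of 0.28, with Hmgcs1 up 1.83-fold (1.77 to 1.88). Insulin and IGF signalling had 9 of 15 above 1 (median 0.40) and hypoxia targets 13 of 18 (median 0.26). Among the genes with the highest ratios in SGC-like cells were Sst (15.5, 11.5 to 21.4), Ppp1r13b (5.56, 4.48 to 6.94) and Tnfaip3 (4.60), and among the lowest Csn1s1 (0.178, 0.146 to 0.215), the immunoproteasome gene Psmb9 (0.457, 0.428 to 0.486) and Ptgds (0.491, 0.484 to 0.497). The mean-plus-1 ratios of Sst, Ppp1r13b, Tnfaip3, Csn1s1 and Psmb9 in SGC-like cells were 1.12, 1.09, 1.11, 0.875 and 0.765, and that of Angptl4 in SC-like cells was 0.714.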

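Scn7a (ENSRNOG00000029342) rose in SC-like cells from 165 to 638 CPM, a ratio of 3.86 (3.69 to 4.03), with ratios of 3.01 (2.84 to 3.199) in cluster 2, 3.57 (3.33 to 3.83) in cluster 4 and 2.91 (2.27 to 3.75) in cluster 6. In SGC-like cells it rose from 53.7 to 184 CPM (3.43, 3.29 to 3.59). Txnip (ENSRNOG00000021201), a thioredoxin inhibitor induced by glucose, rose 3.77-fold (3.61 to 3.93) in SC-like and 4.79-fold (4.53 to 5.06) in SGC-like cells, and Sptbn1 (ENSRNOG00000005434), a spectrin of the membrane skeleton, 2.29-fold (2.19 to 2.39) and 2.39-fold (2.33 to 2.45). Txnip rose 2.72-fold (2.58 to 2.87) in cluster 2, 3.53-fold (3.18 to 3.93) in cluster 4 and 2.39-fold (2.18 to 2.62) in cluster 6. The pooled SC-like ratios of Scn7a and Txnip thus exceed those of each SC-like cluster, and the mix of these clusters differed between the libraries. The higher levels of Scn7a and Sptbn1 were not confined to glia. In endothelial-like cells their log2 ratios were 1.631 and 1.608, while that of Txnip was 0.305. Scn7a was also among the highest ratios of mural-like cells. The ratios of Scn7a and Sptbn1 alone therefore do not show a change specific to glia. In SC-like cells Hspa5 rose 2.38-fold (2.33 to 2.43) and Hsp90b1 2.21-fold (2.12 to 2.29), and Hspa1b fell to 0.398 (0.392 to 0.403). The sodium channel list, which holds Scn7a, stood higher, with 9 of 9 above 1 (median log2 ratio 1.42 against 0.14 over all genes) in SC-like and 10 of 10 (1.13) in SGC-like cells, and the nociceptor channel gene Scn11a rose 4.20-fold (3.22 to 5.53) in SC-like cells. Neuronal transcripts as a list moved alike, with medians of 1.37 in SC-like and 1.241 in endothelial-like cells, and on the mean-plus-1 scale the sodium channel median of SC-like cells was 0.12. Potassium channel genes had 13 of 14 above 1 (0.84, but −0.14 with a mitochondrial limit of 10%) and TRP and ligand-gated channel genes 12 of 13 (0.98). Median log2 ratios of SC-like cells grew from −0.14 in the shortest to 0.50 in the longest of 4 equal groups of genes by length, and among the 500 genes nearest in length Scn7a lay at percentile 100, Txnip at 100, Sptbn1 at 90.0, Hspa5 at 98.0, Hsp90b1 at 99.2 and Hspa1b at 0.2. On the mean-plus-1 scale Txnip stood at 1.89 in SGC-like cells, and in cluster 6 Scn7a at 1.43, while with a mitochondrial limit of 10% Txnip and Hspa5 were at 1.18 and 1.28 in cluster 6.

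**Figure D2:**
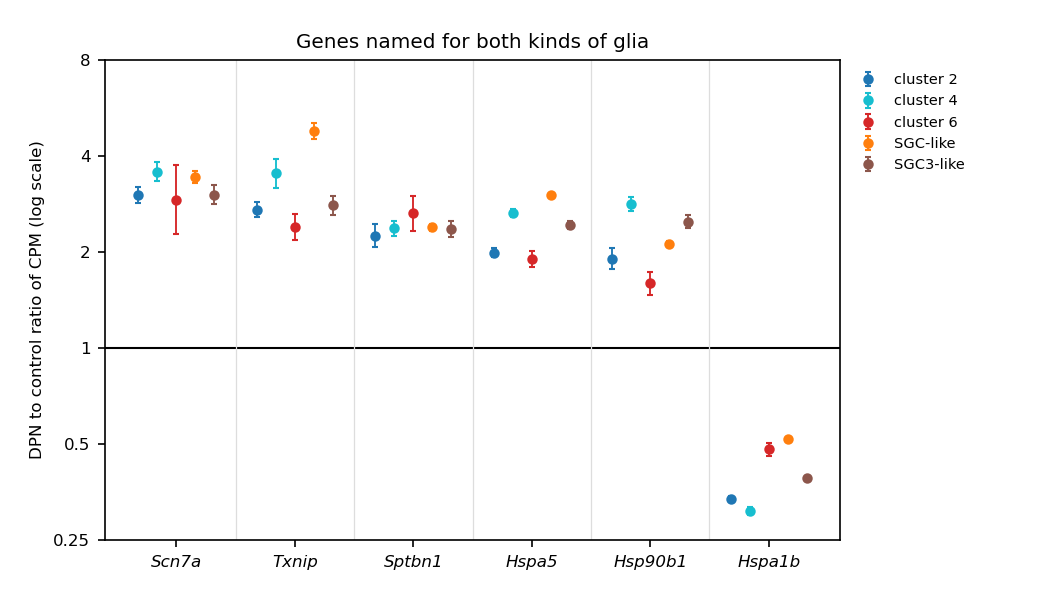
Ratio of CPM, DPN over control (log scale), with exact 95% counting intervals, for Scn7a, Txnip, Sptbn1, Hspa5, Hsp90b1 and Hspa1b in clusters 2, 4 and 6 of the SC-like cells and in SGC-like and SGC3-like cells. The first 5 genes lie above 1 and Hspa1b below 1 in all 5 groups.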

The transcripts Scn7a played regulatory roles in diabetic neuropathic pain [47]; Txnip was the key factor to cause SC dysfunction in DPN [48]; Sptbn1 was involved in neurodegenerative diseases and exhibited roles in regulating axonal transport and neurite growth [49]; Hspa1b, Hspa5 and Hsp90b1 belonged to heat shock protein genes, Hspa1b had anti-apoptotic role to protect cells from multiple proapoptotic stimuli [40], and the latter two transcripts could be activated by the ER stress [44].

**Fig 9:**
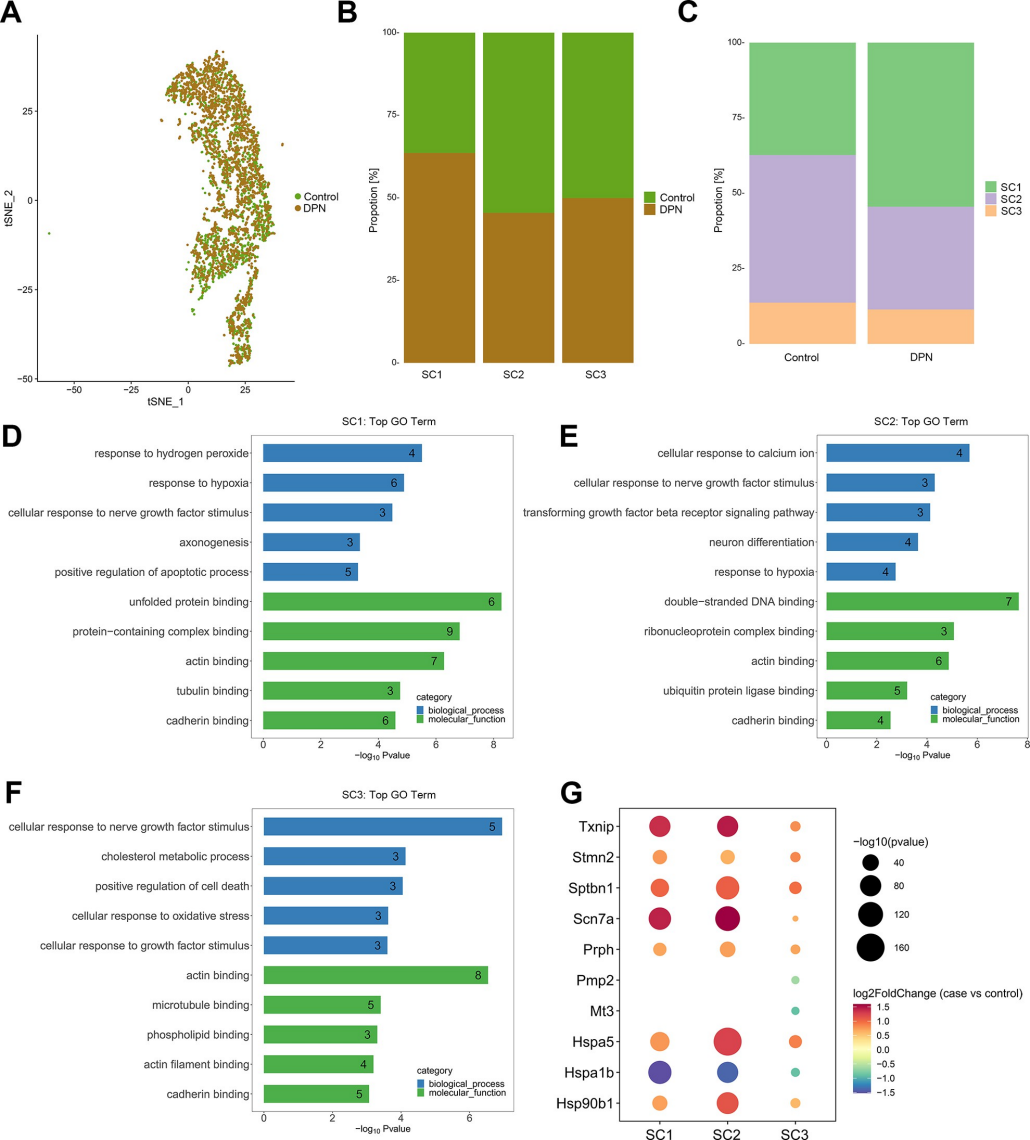
Aberrantly expressed genes and their biological functions in SCs with DPN. (A) A t-SNE plotting showing SCs colored as originating either from control tissues or from DPN tissues. (B, C) The proportion of each sub-type of SCs in control and DPN tissues. (D-F) GO biological processes and molecular functions of aberrantly expressed genes in each sub-type of SCs with DPN. (G) Bubble map showing aberrantly expressed genes in each sub-type of SCs with DPN.

Additionally, the growth-associated marker genes, such as stathmin 2 (Stmn2) and peripherin (Prph), were upregulated in SC groups with DPN. 

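Stmn2 (ENSRNOG00000011705), a microtubule regulator of growing axons, rose in SC-like cells from 67.4 to 180.5 CPM, a ratio of 2.68 (2.49 to 2.88), and Prph (ENSRNOG00000052880), the intermediate filament of peripheral neurons, from 56.9 to 156 CPM, a ratio of 2.75 (2.54 to 2.97). Stmn2 rose 2.41-fold (2.15 to 2.71) in cluster 2, 2.12-fold (1.89 to 2.38) in cluster 4 and 3.03-fold (2.50 to 3.69) in cluster 6. Both genes rose also in cells that are neither glia nor neurons. Stmn2 rose 2.29-fold (2.05 to 2.57) in endothelial-like, 1.92-fold (1.71 to 2.17) in mural-like, 1.81-fold (1.44 to 2.29) in fibroblast-like and 2.70-fold (2.05 to 3.58) in macrophage-like cells, and Prph 1.64-fold (1.47 to 1.84), 2.08-fold (1.85 to 2.35), 2.40-fold (1.87 to 3.12) and 2.43-fold (1.83 to 3.27). In neuron-like cells their ratios were 0.828 (0.7704 to 0.889) and 0.782 (0.727 to 0.842), at 2716 and 2248 CPM of Stmn2, where the mix of sub-clusters alone gives 0.679 and 0.786, and over the mix they stand at 1.22 and 0.995. Of 20 neuronal transcripts, 19 were above 1 in SC-like cells (median log2 ratio 1.37 against 0.14 over all genes), 20 of 20 in endothelial-like, 19 of 20 in mural-like and 20 of 20 in fibroblast-like cells. In SC-like cells neuropeptide genes had 8 of 10 above 1 (median 1.19), with Calca up 2.36-fold (2.19 to 2.55), genes of repair SCs 10 of 12 (0.21), with Sox2 and Ncam1 at 1.09 and 1.22, and neuron injury and regeneration genes 7 of 10 (0.24), with Gap43 at 1.10 (1.02 to 1.198) and Atf3 likewise short of the size rule. The mean-plus-1 ratios of Stmn2 and Prph were 1.74 and 1.71 in SC-like cells and 1.43 and 1.47 in cluster 4. The paper reasons that both genes are markers of axonal growth and proposes that SCs show some regeneration during DPN.

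**Figure D3:**
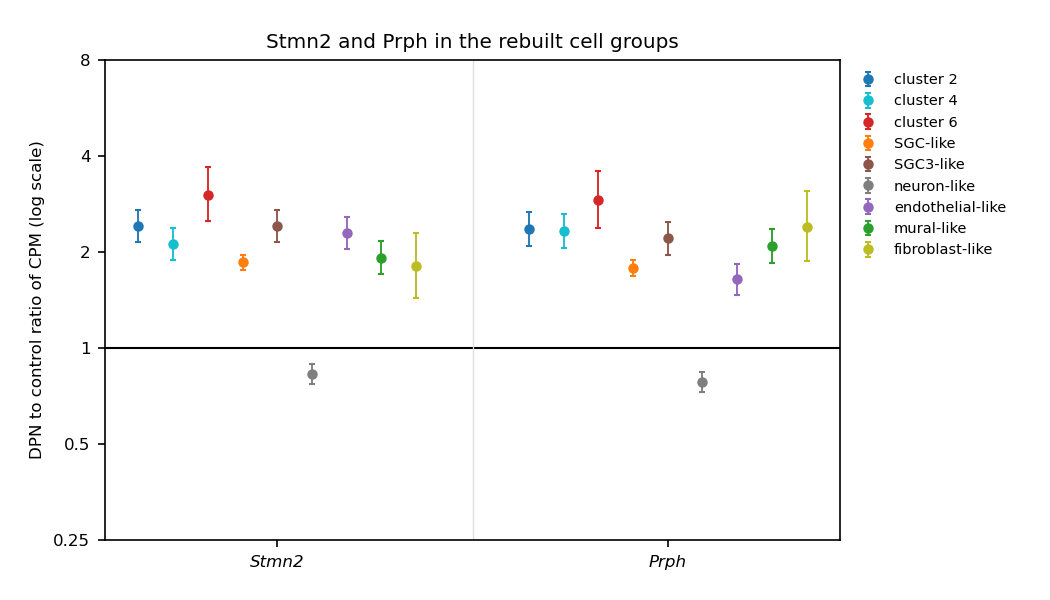
Ratio of CPM, DPN over control (log scale), with exact 95% counting intervals, for Stmn2 and Prph in clusters 2, 4 and 6 of the SC-like cells and in SGC-like, SGC3-like, neuron-like, endothelial-like, mural-like and fibroblast-like cells. Both genes lie below 1 in neuron-like cells (0.828 and 0.782) and above 1 in every other group. The mix of neuron sub-clusters alone gives 0.679 and 0.786.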

Stmn2 and Prph were classical markers for axonal growth and neurite extension [50], indicating the SCs might exhibit some extent regeneration during the process of DPN. Besides, known genes associated with DPN were also identified in SCs, such as the downregulated genes metallothionein 3 (Mt3) and Pmp2 in mySC cluster [51, 52].

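In the myelinating cluster 6, Mt3 (ENSRNOG00000018958), a zinc- and copper-binding metallothionein, fell from 1604 to 811 CPM, a ratio of 0.506 (0.479 to 0.534), and Pmp2 (ENSRNOG00000022707), a fatty acid binding protein of peripheral myelin, from 683 to 369 CPM, a ratio of 0.540 (0.497 to 0.586). Mt3 rose in the non-myelinating clusters, where its level was low, 1.93-fold (1.55 to 2.41) in cluster 2 from 29.7 CPM and 1.65-fold (1.36 to 2.00) in cluster 4 from 22.2 CPM. In neuron-like cells Mt3 fell to 0.355 (0.301 to 0.419). The myelin genes Mbp and Pmp22 did not pass the size rule in cluster 6, at 0.769 (0.750 to 0.789) and 0.901. Over all SC-like cells the myelin list had 9 of 19 above 1 and a median log2 ratio of −0.031 (−0.375 with AY172581 genes counted as mitochondrial and −0.475 with a mitochondrial limit of 10%), and in SGC-like cells 12 of 18 and 0.12 (−0.030 with median-ratio scaling and −0.38 with the limit of 10%). Genes of oxidative stress and metallothioneins had 8 of 15 above 1 and a median of 0.051 in SC-like cells (−0.087 with median-ratio scaling), with Mt1 at 0.758 and Gpx4 at 0.880. The Pmp2 ratio of cluster 6 was 0.668 on the mean-plus-1 scale and 0.675 with a mitochondrial limit of 10%, and those of Mt3 in clusters 2 and 4 were 1.26 and 1.15 and that of Mt3 in neuron-like cells 0.920 on the mean-plus-1 scale.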

## Discussion

In the current study, by comprehensive analyzing single-cell sequencing data of DRG tissues in SD rats, we identified the complexity of cellular composition, and classified DRG cells into 8 main cell types, including neurons, SGCs, SCs, endothelial cells, mural cells, fibroblasts, macrophages, and neutrophils. Furthermore, our analysis revealed 6 sub-types of neurons, 3 sub-types of SGCs and 3 sub-types of SCs, provided the typical gene expression profile of each cell type. CellPhoneDB-predicted cell communications revealed close cell-cell interactions between neurons, SGCs and SCs. Besides, we analyzed the possible biological roles of neurons, SGCs and SCs in DPN. Our data showed dynamic gene expression alterations of these three cell types, which may play crucial roles in DPN.

The DRG neurons are somatosensory neurons, which serve to detect physical and noxious stimulation, and transmit these signals from peripheral nervous system into central nervous system. Particularly, previous study has dissected DRG neurons into four main types, including PEP, NP, NF and tyrosine hydroxylase containing (TH) neurons [33]. Consistent with former studies, we annotated the N1 cluster as PEP neurons, the N2 cluster as NP neurons, and the N4, N5 and N6 clusters as NF neurons based on the expression of known neuronal markers. Different neuronal types might have different functional assignments such as mechanosensitive, thermosensitive or nociceptive neurons [33]. We did not classify the N3 cluster as any known neuronal types, however, Notch1, one top marker gene in N3 group, was a neural progenitor proliferation marker [53], indicating this cluster might in the early stage of neuron development.

Interestingly, Zhou et al. also detected the sub-types of DRG neurons, and reclassified neurons according to the classical DRG neuron markers [11]. In accordance with our study, PEP neurons and NP neurons were identified. Based on the t-SNE plot, these two sub-types account for most of neurons. However, for the rest neuron sub-types, such as Trpm8-positive neurons (TRPM8), C-fiber low-threshold mechanoreceptors (C-LTMR) neurons or somatostatin-positive neurons (SOM), we could not identify them in our project. Particularly, the SOM neurons belong to NP3 neurons based on the study of Usoskin et al. [33]. Besides, the newly identified neurons by Zhou et al., MAAC neurons, could originate from PEP neurons on the basis of the gene expression profiles [11]. Future studies may combine these results to obtain a more complete classification of neurons.

We successfully induced the DPN rats using STZ injection [12], and identified the differentially expressed transcripts in neurons with DPN. Remarkably, lots of transcripts related to voltage-gated, ligand-gated and TRP channels were significantly aberrantly expressed. An increasing number of studies have reported various channels expressed in DRG neurons, which play vital roles in modulating the excitability of sensory neurons, and contribute to the development of painful symptoms directly [47, 54, 55]. Take the voltage-gated potassium channels for instance, our study identified multiple potassium channels which were downregulated in DPN, and the reduced expression of voltage-gated potassium channels in DRG neurons could increase the neuronal excitability and contribute to the diabetic neuropathic pain [54]. Together with other aberrantly expressed operational components known to participate in sensitization during neuropathic pain, which associated with neurotransmission, presynaptic regulation, chronic pain and conductive channel [33], we believed that the DRG neurons could play pivotal roles in the pathogenesis of diabetic neuropathic pain.

SGCs are flattened sheet-like cells, located in the surrounding of neuronal soma. In line with previous research, the SGCs we identified were enriched for genes involved in cholesterol biosynthesis and fatty acid metabolism (such as chaperone proteins, elongases and desaturases) [36], suggesting that lipid and cholesterol syntheses in SGCs are important to the associated neuronal compartments. A wide variety of neuronal stress situations, such as diabetes and traumatic nerve injury, could trigger the SGC activation, and activated SGCs are featured by profound changes [56]. Our differential expression analysis for SGCs revealed multiple dysregulated genes, such as apoptosis-associated genes, heat shock protein genes and hypoxia-inducible genes. Particularly, hypoxia is a significant etiologic factor in DPN, and numerous metabolic abnormalities, such as oxidative stress, could impair neural function and eventually cause cell apoptosis [57]. Besides, the aberrantly expressed heat shock protein genes are involved in ER stress, and dysfunction of ER affects lots of aspects of cell physiology and secretion, which ultimately leads to apoptosis of cells [44]. To sum up, those dysregulated genes reveal the possible ways of SGCs to participate in DPN.

Another glial cell type in DRGs are SCs, which wrap around axons in nerve trunks. SCs could be classified into myelinating cells and nonmyelinating cells on the basis of the way they interact with axons. In diabetic neuropathy, the myelinated and nonmyelinated axons were decreased, and the morphological changes and metabolic disorders were induced in SCs, such as aggregates of glycogen particles, edematous cell cytoplasm, activation of protein kinase C and polyol pathway hyperactivity [58]. Particularly, our single-cell sequencing data also identified numerous differentially expressed genes in SCs with DPN, which related to cell apoptosis, oxidative stress, diabetic neuropathic pain, SC dysfunction or demyelination. For instance, Mt3 and Pmp2 were downregulated in mySC cluster. As previously reported, metallothionein was a potent antioxidant to scavenge of free radicals, and oxidative stress was found to play vital roles in pathogenesis of DPN [51]; Pmp2 was expressed in myelin of peripheral nervous system which had essential roles in myelin sheath structure and nerve function, and mutant Pmp2 caused severe demyelination and decreased nerve conduction velocities [52]. Thus, the SCs could also play crucial role in the pathogenic mechanisms of DPN and need to be further studied.

Apart from the DPN model, the DRG tissues also exhibit cellular alterations in other injury models. Following peripheral nerve injury, scRNA-seq of the DRG tissues showed that multiple sub-types of the DRG neurons were in a regenerative condition [59], and the expression of classic regeneration-associated genes, such as Atf3 and c-Jun, were upregulated [60]. Besides, repair SCs were identified after spinal nerve transection, which specifically labeled by Shh, but the increase of repair SCs following sciatic nerve crush or transection were not detected [61]. Furthermore, following nerve injury, SGCs could promote axon regeneration of DRG neurons by upregulating genes related to the immune system and lipid metabolism [62]. However, pathological characteristics of DPN include nerve demyelination, axonal atrophy, cell apoptosis and delayed regeneration. Thus, the cellular alterations of DPN model are quite different from nerve injury models, and these differences may be instructive in the treatment of DPN.

As we known, neuronal cell bodies in DRG are covered SGCs, whereas axons in nerve trunks are ensheathed by nmSCs or mySCs. Cells in DRGs normally interact with other cells for cellular communications and signal transduction. For instance, neurons control SC functions by providing essential signals, whereas SCs promote neuronal survival and ensure efficient action potential transductions, and abnormal interactions of neuron-SC could result in diseases, including peripheral neuropathy [63]. Besides, SGCs in DRG participate in cellular communication through gap junctions, and the abnormal interactions between neurons and SGCs could contribute to various pain, such as post-herpetic pain, post-surgical pain, and diabetic neuropathic pain [64]. Also, SGC activation and TNF-α release could establish a neuron-glial communication in DRG, and play important roles in inflammatory visceral hyperalgesia [65]. Our bioinformatic results showed close cell-cell interactions among neurons, SGCs and SCs, and showed numerous specific ligand-receptor pairs on these cells. Notably, Alk is expressed in nociceptive DRG neurons and is involved in the neurons-SCs interaction [66], and Ptn is a secreted binding protein that exhibits vital roles in neural-glial interactions in the development of nervous system [67]. Thus, those ligand-receptor pairs might reveal specific ways of cell communication, which require further validation.

Although we identified multiple cell types in DRGs and investigated the roles of three major cell types in the pathophysiology of DPN, this study suffers from some limitations. For example, the diameters of some cells were too large to be captured by 10× Genomics, such as the large diameter neurons. In addition, some vulnerable cells may be loss during the digestion process. Thus, our data may not represent the actual cell proportion in DRGs. Furthermore, it was worth noting that signals from genes with high expression levels were analyzed while the low expression level genes might be neglected. Lastly, we did not discuss any cell types outside neurons, SGCs, and SCs, which may also play roles in DPN.

Despite these technical inherent defects and limitations, we reported the cellular and molecular landscape of DRG tissues at single-cell level. Our data revealed the complexity of cellular composition and dynamic gene expression alterations in DPN. These findings expand our understanding of the pathophysiological processes of DPN, and may serve as a resource for studying the functions of different cell types and treating DPN disease.

## Supporting information

S1 Fig The blood glucose, body weight, withdrawal threshold, water intake, food intake and urine volume of control rats and DPN rats. (A) The blood glucose levels were significantly greater in DPN rats compared with control rats. (B, C) The body weight and withdrawal threshold levels in DPN rats were significantly decreased. (D-F) The water intake, food intake and urine volume of DPN rats were significantly increased compared with controls. ***P < 0.001.
(TIF)

S2 Fig GO terms of aberrantly expressed genes in neuron sub-types. GO biological processes and molecular functions of aberrantly expressed genes in N3, N4, N5 and N6 neurons with DPN.
(TIF)

S3 Fig KEGG pathways of aberrantly expressed genes in neuron sub-types. KEGG pathways of aberrantly expressed genes in N3, N4, N5 and N6 neurons with DPN.
(TIF)

S1 Table Marker genes of eight cell types in DRG. The list of marker genes of eight cell types in DRG.
(XLSX)

S2 Table Marker genes of neuron sub-types in DRG. The list of marker genes of neuron sub-types in DRG.
(XLSX)

S3 Table Differentially expressed genes in neuron sub-types with DPN. The list of Differentially expressed genes in neuron sub-types with DPN.
(XLSX)

S4 Table Marker genes of SGC sub-types in DRG. The list of marker genes of SGC sub-types in DRG.
(XLSX)

S5 Table Marker genes of SC sub-types in DRG. The list of marker genes of SC sub-types in DRG.
(XLSX)

S6 Table Differentially expressed genes in SGC sub-types with DPN. The list of differentially expressed genes in SGC sub-types with DPN.
(XLSX)

S7 Table Differentially expressed genes in SC sub-types with DPN. The list of differentially expressed genes in SC sub-types with DPN.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

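Single cells of rat DRGs were measured in 1 library of pooled ganglia from 5 control rats and 1 library from 5 rats with DPN. The deposited values are UMI counts per gene and cell barcode, which the authors made with Cell Ranger 3.1.0 from reads mapped with STAR, without normalization. The paper's text mentions a possible down-sampling of reads without saying whether it was used, and gives neither the version of STAR nor the genome build. Symbols shared by more than 1 identifier numbered 147, and the counts of such identifiers were added for levels and ratios.

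The following choices were made before the data were examined, except where stated. Barcodes were kept if their numbers of genes and UMIs lay within 4 MADs of the median of their library and under 20% of their UMIs came from mitochondrial genes, the limits that the methods of the paper state. The paper does not say which genes it took as mitochondrial, which constant the MAD had or whether medians were taken per library, and the choices here were symbols that begin with Mt-, the constant of the mad function of R and medians per library. The settings of clustering that follow are not given in the paper either. Counts were scaled to 10000 per cell and put on a log scale. The 2000 most variable genes among those with UMIs in at least 10 cells gave 30 principal components, which were corrected between libraries by mutual nearest neighbours (20 neighbours, smoothed over 50). A shared nearest neighbour graph with 20 neighbours was divided by the Leiden algorithm at resolutions from 0.1 to 3.0, and the lowest that gave at least 16 clusters was used. Neuron-like cells were divided again into at least 6 clusters, which are not matched to the neuron groups of the paper. The S2 table of their markers was read in a copy cut within the N6 group, and overlaps with it are not reported for any group. A cluster was named from the marker list with most members among its 10 leading genes, provided that it had more there than any other list, at least 2 among the 30 leading genes and at least 3 detected members. The form of the fold behind the leading genes and these minimums were set after clusters had been seen and before any ratio between conditions. Likely doublets were kept in the reported values and left out in an alternative that removed 872 control and 1209 DPN cells, scored from simulated doublets at a rate of 0.8% per 1000 barcodes.

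UMIs were summed per gene, cell type and library. Levels carry exact Poisson 95% intervals, shares of cells exact (Clopper-Pearson) intervals, and ratios the exact conditional binomial interval, all for counting error only. No test between conditions was made, since cells of 1 library are not replicates. No paired analysis was possible because each condition is 1 pool. Genes named in the text are those that the paper names for the cell type, whose values in the paper's tables had been seen, and per type the 10 highest and 10 lowest ratios in SGC-like, SC-like and neuron-like cells and the 5 highest and 5 lowest in other types, among genes with at least 200 UMIs and a UMI in at least 10% of cells of a library. Clone and locus names were left out. Members of the lists that the text names beside these were chosen after their values were seen. The 26 lists hold 449 genes, of which 11 have no symbol in the counts, among them Malat1, Neat1, Meg3 and Xist of the nuclear-retained and long transcripts, Hspa1a of the heat shock list, and Hba-a1 and Hbb-b1 of the blood list. A list needed members with at least 20 UMIs in the cell type.

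Settings changed in turn were the constant of the MAD, the MAD computed after the mitochondrial filter, AY172581 genes counted as mitochondrial, a mitochondrial limit of 10%, no batch correction, at least 12 and at least 22 clusters, removal of likely doublets, median-ratio scaling, mitochondrial counts left out of the totals, the mean-plus-1 scale, thinning of cells to 1000 UMIs, and no minimum of counts. The unscaled MAD together with AY172581 genes, and the counting of SGC3-like cells with SGC-like or SC-like cells, were added after the data had been seen. Gene lengths came from the RefSeq table of assembly GRCr8, in which 92.5% of tested genes of SGC-like, 93.7% of SC-like and 93.7% of endothelial-like cells were found. The ratios and list medians that the mix of neuron sub-clusters gives alone were computed after the ratios had been seen, from the UMIs of each sub-cluster in the control and its share of UMIs in each library, and carry no interval. The procedure was tested on data simulated at about the depth of the SGC-like cells, with 10463 genes, of which 200 were changed. All genes with a simulated ratio of 0.5 or 2 were called, 50.0% of those at 0.667, 40.0% of those at 1.5, and 0.0195% of unchanged genes. The simulation covers counting error only. These shares are therefore not rates of false calls between the control and DPN libraries, which also differ in rats and preparation. Shallower types, such as neuron-like cells, were not simulated. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9. Cell communication scores, trajectories, automatic annotation and enrichment of ontology terms were not computed again.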

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

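The test without Sncg, the intervals of the summed neuronal transcripts, the comparison with genes of like length and the choice of which lists and genes to bring up in this part were chosen only after results were seen.

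Signals stood out in cell types for which the paper gives no changes with DPN, and in lists of genes that its text does not take up as lists, although its S3, S6 and S7 tables hold members of them, such as Fos, Hnrnpu and Dbp, as higher. In endothelial-like cells Sst, a neuropeptide, had a ratio of 38.5 (16.3 to 119.9) from 5 and 226 UMIs. In mural-like cells Tmod2, which caps actin filaments, had a ratio of 4.17 (3.25 to 5.42), in fibroblast-like cells the activin subunit gene Inhba 9.16 (5.52 to 16.3), and in macrophage-like cells the MHC class II gene RT1-Bb 4.55 (3.88 to 5.38). Immediate early genes had median log2 ratios of 0.50 in SGC-like, 0.61 in SC-like and 0.93 in neuron-like cells. The nuclear-retained and long transcripts had medians of 0.68, 0.78 and 0.86 and clock output genes 0.892, 0.715 and 1.035 in the same order, which were at or above percentile 99 of random lists in each type. In neuron-like cells the mix of sub-clusters alone gives medians of 0.64, 0.51 and 0.54 for these lists.

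A difference in direction between groups of cells was seen for Igfbp2 and Mt3. Igfbp2 had a ratio of 0.578 in SGC-like cells and 0.289 (0.193 to 0.425) in cluster 6, but 1.64 (1.05 to 2.61) in cluster 2. For Mt3 the ratios were 0.506 in cluster 6, 1.93 in cluster 2 and 1.65 in cluster 4. The differences between groups were not tested.

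Neuronal transcripts were higher in SC-like cells of the DPN library. The median log2 ratio of the list was also 1.241 in endothelial-like, 1.145 in mural-like and 1.152 in fibroblast-like cells, and across its genes the levels in the DPN library correlated with those of neuron-like cells at a Spearman rho of 0.821 in SC-like and 0.918 in endothelial-like cells, which are genes and not independent replicates. Against a source in Schwann cells, the ratio of the summed transcripts in SC-like cells was 0.858 (95% counting interval 0.836 to 0.882) times that in endothelial-like and 1.12 (1.10 to 1.15) times that in mural-like cells, and without Sncg 0.944 (0.904 to 0.985) and 1.02 (0.972 to 1.07) times. A candidate source is therefore free RNA of neurons in the suspension. An additional rise within Schwann cells that is too small to show against it stays open.

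Hspa1b was lower and Hspa5 higher in SGC-like and SC-like cells of the DPN library. The change was not confined to glia, with Hspa1b and Hspa5 ratios of 0.523 and 1.81 in endothelial-like, 0.439 and 1.86 in mural-like, 0.546 and 2.21 in fibroblast-like and 0.441 and 1.958 in macrophage-like cells. Scaling of the libraries was argued against, since the Hspa5 ratio of SGC-like cells was 2.73 and that of Hspa1b 0.468 with median-ratio scaling. Thinning gave an Hspa5 ratio of 2.97, so that the weight of deep cells in the sums did not make this difference. Other effects of depth per cell were not decided, since thinning keeps the expected share of a gene within each cell. Thinning was not tested for Hspa1b. In neuron-like cells, which the comparison of types did not include, Hspa5 rose 2.46-fold (2.18 to 2.78) but the Hspa1b ratio was 1.08 (0.954 to 1.22), where the mix of sub-clusters alone gives 1.45, and it was between 0.471 and 0.837 in the single sub-clusters. In the 40 neutrophil-like cells neither gene passed the size rule, with Hspa1b at 1.52 (0.529 to 4.95) and Hspa5 at 1.45 (0.968 to 2.19). A candidate explanation is a response shared by many cell types of a library. For Hspa1b it is not shown in neutrophil-like cells. The pooled neuron-like cells do not show it either, but their Hspa1b ratio over the mix of sub-clusters was 0.741. Whether diabetes or the handling of the tissue set such a response cannot be told apart here, because each condition was 1 library.

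Long and nuclear-retained transcripts were higher in the DPN library. Their median log2 ratio and that of ribosomal proteins were 0.68 and −0.24 in SGC-like, 0.78 and −0.34 in SC-like, 0.90 and −0.16 in endothelial-like and 0.91 and −0.20 in mural-like cells, but the ribosomal medians were within what random lists of like expression give (percentiles 34.84, 4.76, 43.4 and 63.45). Across genes, the log2 ratio correlated with gene length at a Spearman rho of 0.461 in SGC-like, 0.483 in SC-like and 0.477 in endothelial-like cells. These values are consistent with a difference in RNA quality or in the share of nuclear RNA between the libraries. None of the tests argued against it. A response of transcription to diabetes stays open, as it was not tested.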

How the results depend on the processing

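The joint use of the unscaled MAD and AY172581 genes, and the counting of SGC3-like cells with SGC-like or SC-like cells, were chosen only after the data had been seen. Of the named genes past the size rule, 27 of 27 in SGC-like, 26 of 26 in SC-like, 23 of 24 in SGC3-like and 24 of 25 in neuron-like cells kept their direction under all settings that gave a value. Settings gave no value where a count was 0, for clusters and sub-clusters where none shared enough cells with the reported one, for neuron-like cells at 12 clusters, and for SGC3-like cells with AY172581 genes, a limit of 10% or 12 clusters. Depth limits neuron-like cells most: thinning left out 89 of 182 control and 389 of 593 DPN cells. The cause was not tested for any value below, except that the mean-plus-1 scale by its construction draws genes of low level towards 1.

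Cells kept (control and DPN) were 9779 and 11230 with the unscaled MAD, 7461 and 7549 with AY172581 genes counted as mitochondrial, 2524 and 3867 with a mitochondrial limit of 10%, and 7351 and 7349 with the unscaled MAD and AY172581 genes together. SGC-like shares were 43.97% and 28.35% with the unscaled MAD, 43.65% and 20.93% with AY172581 genes, 12.3% and 5.15% with the limit of 10%, 44.6% and 30.9% without batch correction, 42.95% and 27.4% at 12 clusters, 37.5% and 24.3% at 22 clusters, 42.91% and 20.7% with both changes, and 40.35% in the control without doublets. SC-like shares were 29.4% and 34.4% with AY172581 genes, 35.2% and 40.3% at 12 clusters, 23.7% and 25.1% at 22 clusters, 30.4% and 35.5% with both changes, in the control 25.1% with the limit of 10%, 31.0% without batch correction and 27.5% without doublets, and in the DPN library 28.5% with the unscaled MAD. Neuron-like shares were 3.84% and 9.465% with the limit of 10%, 0.596% and 1.84% at 22 clusters, in the control 1.475% without batch correction, and in the DPN library 6.15% with AY172581 genes and 6.31% with both changes.

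Directions of genes past the size rule turned as follows. Rtp4 in SGC3-like cells had a ratio of 1.025 without batch correction, where the cluster so named held 1265 cells and overlapped cluster 3 with a Jaccard index of 0.418. Gnas in neuron-like cells was at 1.11 and Kcnq5 in sub-cluster 1 at 1.36 on the mean-plus-1 scale. Without doublets Fabp7 in fibroblast-like cells was at 1.017, and Fbln2 and Isg15 in macrophage-like cells at 1.019 and 1.479. Genes short of the rule turned too, among them Tac1 in neuron-like cells (0.767 as reported, 2.28 on the mean-plus-1 scale and 3.72 with the limit of 10%) and Kcnq5 (0.763, and 1.31 with AY172581 genes). Among list medians that reversed, potassium channels in SC-like (−0.14), myelin in neuron-like (−0.21), neuropeptides in neuron-like (0.14) and fatty acid genes in mural-like cells (−0.022) did so with the limit of 10%. Those of myelin (−0.002), neuropeptides (0.16) and oxidative phosphorylation (0.051) in neuron-like cells did so on the mean-plus-1 scale, with thinning neuropeptides in neuron-like cells (0.485), and without doublets fatty acid genes in macrophage-like cells (0.092).

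Other list medians moved, in SGC-like cells those of immediate early genes to 0.29, of neuronal transcripts to 0.098 and of sodium channels to 0.030 on the mean-plus-1 scale, and with the limit of 10% those of neuronal transcripts to 1.14 and of sodium channels to 2.03, while the median of myelin, above 0 as reported, went below 0 to −0.38. In SC-like cells immediate early genes were at 0.512 without batch correction, 0.504 at 12 clusters, 0.47 with median-ratio scaling, 0.44 on the mean-plus-1 scale and 0.506 counted with SGC3-like cells. The mean-plus-1 scale put cholesterol synthesis at 0.049, neuronal transcripts at 0.48 and sodium channels at 0.12, and myelin was at −0.375 with AY172581 genes, −0.475 with the limit of 10% and −0.35 with both changes.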

Differences from the paper's values

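The joint use of the unscaled MAD and AY172581 genes and the counting of SGC3-like cells with SGC-like cells were chosen only after the data had been seen. The other alternatives were set before the data were examined. The paper's fold changes come from tests that took cells as replicates and from Seurat, whose scale the mean-plus-1 scale follows, and the neuron-like cells are wider than each neuron group of the paper.

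The paper keeps 7,314 DPN cells, and 11479 were kept here. Counting AY172581 genes as mitochondrial gave 7549, within 1.5 times the paper's number, and together with the unscaled MAD, chosen after seeing the values, 7349, while the unscaled MAD (11230), MADs after the mitochondrial filter (11491) and a mitochondrial limit of 10% (3867) did not come within it. The SGC share of DPN cells is about 25% in Fig 1G of the paper, read by eye, and 40.16% here with SGC3-like counted with SGC-like cells. It was 20.93% with AY172581 genes, 27.42% at 12 clusters, 36.09% at 22 clusters and 20.74% with both changes of the filter, all within 1.5 times, but not with the unscaled MAD (39.88%), a limit of 10% (5.146%), no batch correction (39.68%) or without doublets (38.68%). With AY172581 genes, at 12 clusters, with both changes and with the limit of 10% no cluster was named SGC3-like, so that these values are SGC-like cells alone, which stood at 25.92% as reported, while the SC-like share went from 27.55% to 34.36%, 40.29% and 35.49% under the first 3 of these.

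The paper's Igf1 ratio is 0.6532 in SGC1 and 0.6200 in SGC2, against 0.2445 in SGC-like cells here, and its Adamts1 ratio 1.787 and 1.939, against 3.996 here. On the scale of the paper the values here were 0.6362 for Igf1 and 1.914 for Adamts1, and no other alternative came within 1.5 times. For its SC3 group the paper gives Scn7a 1.570, Stmn2 1.789 and Prph 1.623, against 2.907, 3.028 and 2.912 in cluster 6. On the scale of the paper these were 1.434, 1.828 and 1.600. Scn7a came within 1.5 times also without doublets (2.305) and Stmn2 with a limit of 10% (2.246), and other alternatives did not.

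The paper's neuron ratios rest on few control cells, above all in N1. Its percentages of control cells move in steps of 12.5% in N1, 2.5% in N2 and 4.0% in N4. Its neuron ratios are therefore not firm values to compare with. In neurons, the paper's ratio for Scg3 in N1 is 0.3506, against 0.7186 in neuron-like cells and 0.605 on its scale, and only the limit of 10% (0.4068) came within 1.5 times. For Gabarapl2 in N1 it is 0.3987, against 0.7634 and 0.896 on its scale, with only thinned cells (0.5775) within 1.5 times. The paper's ratio for Gal in N2 is 0.3641, against 0.05021 and 0.7004 on its scale, and only with the limit of 10% (0.1674) was the gap within the counting error. For Vgf in N2 it is 0.5771, against 0.8795, with the unscaled MAD (0.6855), a limit of 10% (0.5658), no batch correction (0.7536), no doublets (0.8169), the paper's scale (0.7648), thinned cells (0.439) and, chosen after seeing the values, both changes of the filter (0.8218) within 1.5 times. The paper's ratio for Calca in N4 is 1.925, against 0.9955, with AY172581 genes (1.285), a limit of 10% (2.29), the paper's scale (2.29) and thinned cells (1.576) within 1.5 times, and other alternatives not. Over the mix of sub-clusters, computed after the ratios had been seen, Calca stands at 1.446, within 1.5 times, while Scg3 (0.92), Gabarapl2 (0.9653), Gal (0.08484) and Vgf (0.9213) are outside it.

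The paper names Emp1 as a top transcript of SC2, and cluster 4, which holds the SC2 markers Tnfrsf12a, Fdx1 and Nes, had 1158 CPM against 1408 CPM in cluster 2.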

Other observations

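Which lists, list members and genes to bring up in this part was chosen only after results were seen. Genes differed between the libraries in cells of vessels and connective tissue too, and some, such as Ppp1r13b, Igf1 and Hmgcs1, in the same direction as in glia. In endothelial-like cells the bone sialoprotein gene Ibsp fell to 0.0920 (0.0589 to 0.138), Ndufa4l2, a hypoxia-induced mitochondrial protein, to 0.297 (0.264 to 0.335) and the interferon-induced gene Ifitm1 too, and Ppp1r13b and Mcc rose 5.29-fold (3.95 to 7.22) and 5.08-fold (3.76 to 7.00). PPAR alpha and fasting targets had 6 of 16 above 1 and a median log2 ratio of −0.31 against 0.046 over all genes (0.036 in thinned cells), and heat shock genes 3 of 16 and −0.38. In mural-like cells cholesterol synthesis was higher (17 of 23 above 1, median 0.53, percentile 99.88), with Hmgcs1 up 1.82-fold (1.68 to 1.97), while Igf1 fell to 0.315 (0.229 to 0.428) and the smooth muscle actin gene Actg2 to 0.421 (0.344 to 0.512). The hemoglobin genes Hba-a2 and Hbb fell in mural-like cells to 0.206 (0.185 to 0.229) and 0.320 (0.215 to 0.467), and the blood list had 0 of 3 above 1, while it had 2 of 4 in endothelial-like cells. In neuron-like cells Hba-a2 went the other way, with a ratio of 36.15, where the mix of sub-clusters alone gives 2.00 and the ratio over the mix is 18.08. In fibroblast-like cells S100a4, Vcan and Thbs1, genes of matrix and motility, rose 6.06-fold (5.05 to 7.34), 5.17-fold (4.29 to 6.29) and 4.76-fold (3.61 to 6.39), Pi16 and Igf1 fell to 0.377 (0.292 to 0.485) and 0.435 (0.400 to 0.473), and heat shock genes had 11 of 16 above 1 (median 0.22, percentile 89.8), while Hspa1b fell.

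In macrophage-like cells inflammatory genes were lower. Cytokines and chemokines had 1 of 8 above 1 (median log2 ratio −0.72, percentile 0), with Il1b at 0.518 (0.454 to 0.592), Cxcl2 at 0.533 (0.513 to 0.553) and Cxcl3 at 0.340 (0.306 to 0.377). The interferon and antigen presentation list had 6 of 16 above 1 (median −0.39), with Isg15 at 0.221 (0.154 to 0.312) and Cxcl10 at 0.327 (0.279 to 0.381), but without doublets these 2 genes stood at 1.479 and 0.797, and the MHC class II gene RT1-Bb and Cd4, a co-receptor, were among the highest ratios, Cd4 at 4.09 (2.98 to 5.73). In the 40 neutrophil-like cells Lcn2, an iron-binding granule protein, rose 1.89-fold (1.43 to 2.54) and Sod2 and Fth1 fell to 0.579 (0.481 to 0.696) and 0.628 (0.567 to 0.696). Ptgds, a gene of SGC-like cells, was among the lowest ratios of endothelial-like (0.302), fibroblast-like (0.299) and macrophage-like (0.298) cells. The neuron-like class also held 707 CPM of Ccl5 and 28.0 CPM of Cd3e, genes of T cells.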
